# Long-term exposure to commercially available sunscreens containing nanoparticles of TiO_2_ and ZnO revealed no biological impact in a hairless mouse model

**DOI:** 10.1186/s12989-016-0154-4

**Published:** 2016-08-17

**Authors:** Megan J. Osmond-McLeod, Yalchin Oytam, Anthony Rowe, Fariborz Sobhanmanesh, Gavin Greenoak, Jason Kirby, Elizabeth F. McInnes, Maxine J. McCall

**Keywords:** Long-term, Sunscreen, Nanoparticles, Organic UV filter, Ultraviolet radiation

## Abstract

**Background:**

The application of sunscreen is a critical component of a sun-safe strategy, however the possibility of unexpected, adverse outcomes resulting from long-term use of sunscreens containing nanoparticles of titanium dioxide (TiO_2_) and zinc oxide (ZnO) has not yet been examined. Here, immune-competent hairless mice were exposed over a 36-week period to weekly topical applications of sunscreens containing nanoparticles of ZnO or TiO_2_, or no metal oxide nanoparticles, with or without subsequent exposure to ultraviolet radiation (UVR). Control groups received no sunscreen applications, with or without UVR.

**Results:**

Mice exposed to UVR in the absence of sunscreen developed statistically significant incidences of histologically-diagnosed malignant and benign skin neoplasms, whereas no statistically significant adverse biological outcomes were found in mice treated with the sunscreens containing ZnO or TiO_2_ nanoparticles. Elevated levels of Ti were detected in the livers of mice treated with sunscreen containing TiO_2_ nanoparticles compared to untreated control, but total Zn concentrations did not significantly alter in any major organs except for the skin of mice treated with ZnO sunscreen. Exposure to UVR did not have a significant impact on examined tissue concentrations of Zn or Ti. Few to no transcriptional changes were found in ZnO or TiO_2_-treated groups, but mice treated with the sunscreen containing only organic filters showed substantial gene disregulation.

**Conclusions:**

Taken together with previous work, this long-term study provided no basis to avoid the use of sunscreens containing metal oxide nanoparticles.

## Background

Whilst some exposure of naked skin to sunlight is beneficial for human health [1], the demonstrated consequences of prolonged exposure of unprotected skin to ultraviolet radiation (UVR) include inflammation, premature photo-ageing, DNA damage, photocarcinogenesis, and immune suppression [2, 3]. The regular application of sunscreen has been shown to decrease the risk of developing squamous cell carcinomas in humans, as well as correlated with decreased risk of developing melanomas and basal cell carcinomas [4]. Therefore, when long periods outdoors are anticipated, the regular application of sunscreens is encouraged (e.g. [5–7]).

The active ingredients in topically-applied sunscreens generally fall into two categories: organic or inorganic. Organic UVR filters typically contain aromatic ring structures that absorb radiation in the UV waveband and may bear functional groups that act as electron donors and receptors following exposure to UVR. In contrast, inorganic metal oxide particles, typically titanium dioxide (TiO_2_) or zinc oxide (ZnO), form a physical barrier between the skin and UVR. Both organic and inorganic filters have been used in sunscreens for decades, but the latter were typically confined to small areas of high exposure, such as the nose, due to their opaque appearance on skin resulting from the use of pigment-sized particles. Nano-sized (defined here as having at least one dimension <100 nm [8]) particles of TiO_2_ and ZnO have been used in sunscreens since the 1980s, becoming more widespread from the 1990s [9]. Their development has resulted in modern formulations that are highly effective UVR filters yet are also transparent and light-textured on the skin [9], superseding the thick, white creams of yesteryear. Whilst ZnO is protective against both UVB and UVA, TiO_2_ is typically partnered with organic filters to achieve broad spectrum protection.

The European Union (EU) Commission’s Working Group on Cosmetics recently concluded, on the basis of comprehensive safety dossiers, that the inclusion of nano-sized ZnO [10] and TiO_2_ [11] up to 25 % in dermally-applied cosmetic products posed no risk for adverse health effects in humans. Similarly, Australia’s Therapeutic Goods Administration (TGA) has twice concluded that there is no evidence to show that TiO_2_ and ZnO nanoparticles are not safe for human use in sunscreens [12, 13], and a comprehensive review commissioned by the Danish Environmental Protection concluded that topically applied nanoparticles are unlikely to undergo dermal penetration under most conditions, although some conditions may enhance penetration to a very small degree [14]. The majority of scientific reviews in peer-reviewed journals have reached similar conclusions. Thus, we can suggest that a scientific consensus is being reached that nanoparticles in sunscreens are safe for use in humans. Nevertheless, some uncertainty remains with respect to possible biological impacts arising from long-term use of these sunscreens [11]. This, combined with the novelty of nanotechnology, has led to speculation within some sections of the community that nanoparticle-containing sunscreens may be unsafe in the long-term (e.g. [15]) despite clear evidence that the avoidance of sunscreens altogether can leave the skin exposed to the known damaging effects of UVR. This study, which specifically compares the biological outcomes of long-term intermittent UVR exposure, with or without the protection of topically-applied sunscreens containing either metal oxide nanoparticles and/or organic filters, addresses some of these concerns.

An immune-competent hairless mouse model was chosen to provide a highly sensitive model of skin penetration relative to humans [16], whilst retaining a comparable response profile to UVR [17–22]. Three types of commercially-available sunscreens were applied to the backs of mice over the course of 36 wks, with and without exposure to UVR (Series 1). One sunscreen contained only ZnO nanoparticles as the active ingredient, the second contained a mixture of TiO_2_ nanoparticles and organic active ingredients [octylmethoxycinnamate (OCM); butyl methoxydibenzoylmethane (B-MDM)], and the third contained only organic active ingredients (OCM, 99 mg/mL; B-MDM, 19.8 mg/mL; (4-methylbenzylidene camphor (4-MBC), 39.6 mg/mL; octocrylene, 9.9 mg/mL). A follow-up study (Series 2) assessed only control groups (no sunscreen ± UVR) compared to ZnO treatment groups (± UVR). The mice wore Elizabethan collars during treatment periods to limit ingestion of sunscreen by licking.

## Results

Treatment groups in Series 1 and 2 are summarised in Table 1.

**Table 1:** Treatment groups in Series 1 and Series 2

	Group ID	Treatment
Series 1	Control-UVR	No sunscreen, no UVR
	Control + UVR	No sunscreen + 29 kJ/m^2^ UVR
	ZnO-UVR	ZnO sunscreen, no UVR
	ZnO + UVR	ZnO sunscreen + 29 kJ/m^2^ UVR
	TiO_2_-UVR	TiO_2_ sunscreen, no UVR
	TiO_2_ + UVR	TiO_2_ sunscreen + 29 kJ/m^2^ UVR
	Organic-UVR	Organic sunscreen, no UVR
	Organic + UVR	Organic sunscreen + 29 kJ/m^2^ UVR
Series 2	2-Control-UVR	No sunscreen, no UVR
	2-Control + UVR	No sunscreen + 27 kJ/m^2^ UVR
	2-ZnO-UVR	ZnO sunscreen, no UVR
	2-ZnO + UVR	ZnO sunscreen + 27 kJ/m^2^ UVR

### Characterisation of nanoparticles extracted from sunscreens

The morphologies and size distributions of nanoparticles extracted from the ZnO and TiO_2_ sunscreens are shown in Fig. 1. Both ZnO and TiO_2_ particles were typically spheroidal in appearance, and had average diameters of 18.2 ± 0.4 nm (*n* = 233), and 21.5 ± 0.6 nm (*n* = 257), respectively. A two-tailed *t*-test showed that the ZnO particles were significantly smaller than the TiO_2_ (*p* < 0.0001). However, as the shapes and sizes of the ZnO and TiO_2_ nanoparticles were comparable, any difference in their effects is likely to be due to their chemical composition and related properties.

**Fig. 1:**
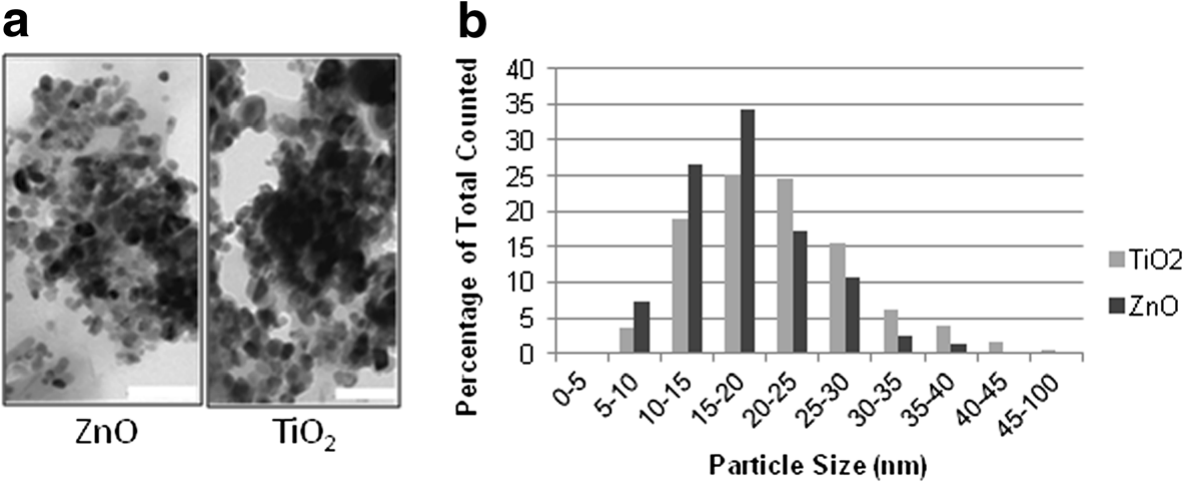
**a** TEM images of ZnO and TiO_2_ particles extracted from their respective sunscreens. Scale bar = 100 nm; **b** Histogram showing the distribution of particle diameters. 233 and 257 measurements were made for ZnO and TiO_2_ particles, respectively

### Macroscopic and histopathological outcomes in mice

On completion of both the Series 1 and Series 2 experiments, mice receiving treatments of UVR with no sunscreen had developed significantly thicker skin in the dorsal region (Control + UVR): 2.5 ± 0.4 mm, *n* = 5; 2-Control + UVR: 2.1 ± 0.2 mm, *n* = 8) compared to untreated mice (Control-UVR: 0.75 ± 0.02 mm, *n* = 10; 2-Control-UVR: 0.83 ± 0.01 mm, *n* = 10) (*p* < 0.0001). Other treatment groups did not show a similar skin thickening, with means ranging from 0.74 ± 0.01 (ZnO-UVR, *n* = 10) to 0.77 ± 0.04 (TiO_2_ + UVR, *n* = 10) in Series 1, and 0.82 ± 0.02 (2-ZnO-UVR, *n* = 10) to 0.86 ± 0.02 (2-ZnO + UVR, *n* = 9) in Series 2. Non-malignant skin neoplasms (sessile-based papillomas, macules, and pedunculated papillomas) were identified macroscopically for Series 1 on the dorsa of 4 of the 10 mice from Control + UVR, but were not assessed in Series 2. Mice showed no statistically significant difference in average body or organ weights, and no other macroscopic outcomes were observed.

Of the total of 120 mice used across Series 1 and 2, 105 maintained good health throughout the experimental periods and reached the pre-determined experimental endpoints of 36 weeks for both Series. Of these 105 mice, 86 were classified as normal and 19 were diagnosed with sub-clinical problems in a post-mortem analysis performed by a veterinary histopathologist employed on a commercial basis. Details of histopathological findings are given in Table 2. A total of 15 of the 120 mice used across Series 1 and Series 2 suffered unscheduled adverse events and were either euthanized for ethical reasons (12 mice) or were found dead in the cage (3 mice), and thus did not reach the pre-determined experimental endpoints.

**Table 2:** Histological findings for all treatment groups from Series 1 and Series 2

	Group ID	Sunscreen	UVR kJ/m^2^	Number of mice per group	Number of mice that reached endpoint without AE	Total mice with AE	Mice with AE related to malignant or pre-malignant findings (histologically diagnosed)	Mice with AE related to non-malignant findings (histologically diagnosed)	Mice with AE, no necroscopy	Total mice at predetermined endpoint with malignant findings (histologically diagnosed)	Total mice at predetermined endpoint with non-malignant findings (histologically diagnosed)	Total mice at predetermined endpoint with no malignant or non-malignant findings
Series 1	Control-UVR	None	0	10	10	0	0	0	0	0	0	10
	Control + UVR	None	29	10	6	4	4 (1 X CFS; 1 X CFS + SCC; 1 X LL; 1 X SCP)	0	0	1 (1 X SCP)	4^a^	1
	ZnO-UVR	ZnO	0	10	10	0	0	0	0	0	1 (1 X PA)	9
	ZnO + UVR	ZnO	29	10	5	5	1 (1 X LL)	2 (1 X N; 1 X HC)	2	1 (1 X CFS)	0	4
	TiO_2_-UVR	TiO_2_	0	10	9	1	0	1 (1 X P)	0	0	0	9
	TiO_2_ + UVR	TiO_2_	29	10	10	0	0	0	0	2 (2 X BAC)	1 (1 X PA)	7
	Organic-UVR	Organic	0	10	9	1	1 (1 X LL)	0	0	0	0	9
	Organic + UVR	Organic	29	10	9	1	0	0	1	1 (1 X LL)	0	8
Series 2	2-Control-UVR	None	0	10	10	0	0	0	0	0	0	10
	2-Control + UVR	None	27	10	9	1	1 (1 X LL)	0	0	7 (1 X BAC; 4 X SCC; 1 X LL; 1 X CFS & SCP)	0	2
	2-ZnO-UVR	ZnO	0	10	9	1	1 (1 X LL)	0	0	1 (1 X OS)	0	8
	2-ZnO + UVR	ZnO	27	10	9	1	0	1 (1 X E)	0	0	0	9

The predetermined endpoint for both groups was 36 weeks

*CODE*: *AE* adverse event, *BAC* bronchioalveolar carcinoma, *CFS* cutaneous fibrosarcoma, *E* endometritis, *HC* haemolytic crisis, *LL* lymphocytic lymphoma, *N* nephropathy, *OS* osteosarcoma, *P* peritonitis, *PA* pulmonary adenoma, *SCC* squamous cell carcinoma, *SCP* squamous cell papilloma

^a^No malignant or non-malignant outcomes, but moderate to severe dermal hyperplasia and inflammation were histologically diagnosed in all four mice

Apart from the expected UVR-induced dermal neoplasms observed for mice in the UV-irradiated groups receiving no sunscreen (Control + UVR, 2-Control + UVR) (Fig. 2), post-mortem examinations found no statistically-significant common cause to any of the histologically-diagnosed pathologies in mice that reached the experimental endpoint or suffered unscheduled adverse events across Series 1 and Series 2.

**Fig. 2:**
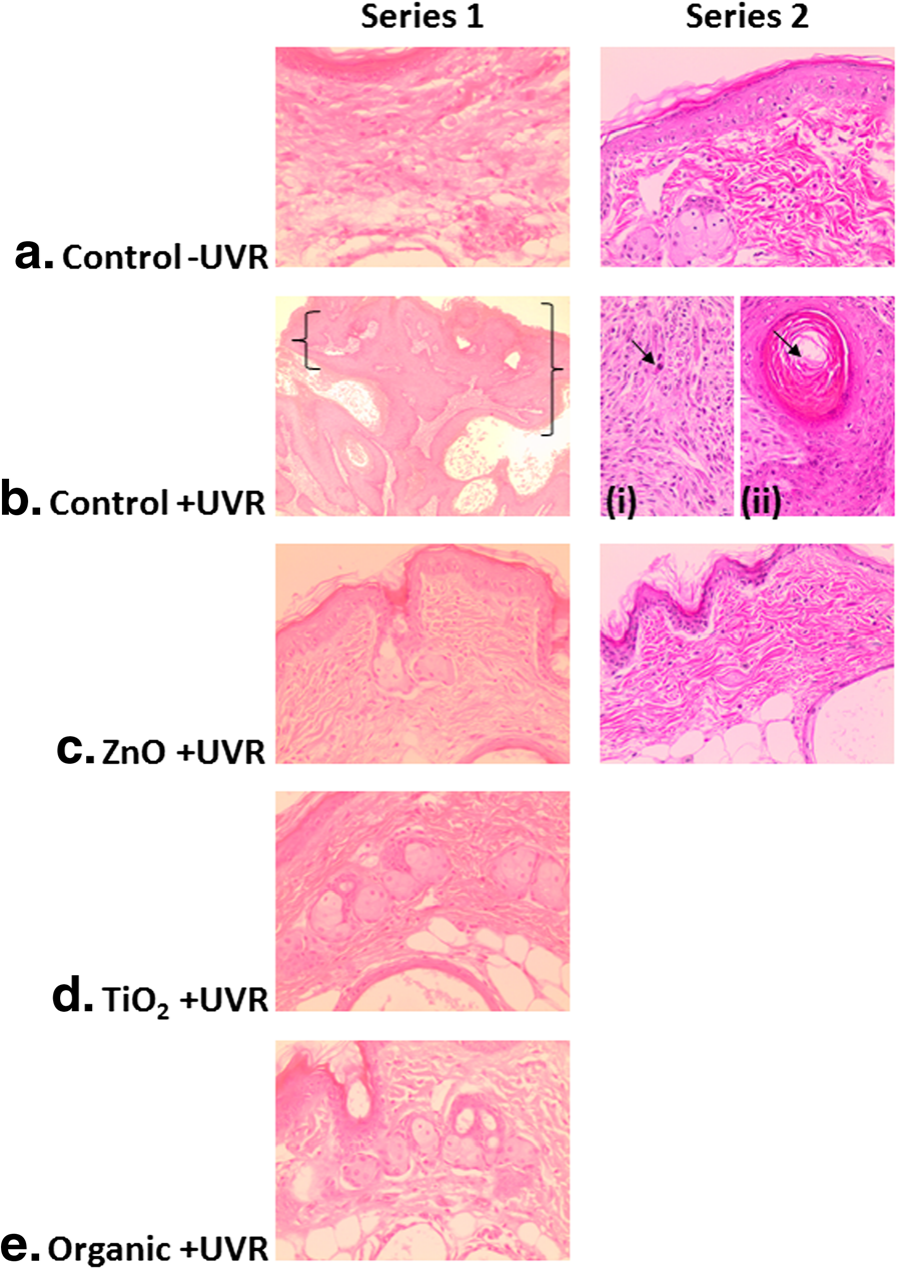
Images of representative histological skin sections from mice from Series 1 and 2 receiving: **a** no treatment; **b** weekly exposure to UVR with no sunscreen; **c** weekly exposure to UVR with pre-applications of sunscreen containing nanoparticles of ZnO as the only UV active ingredient; **d** weekly exposure to UVR with pre-application of sunscreen containing nanoparticles of TiO2 and organic UV active ingredients; **e** weekly exposure to UVR with pre-application of sunscreen containing only organic UV active ingredients. Images on the left were taken from mice in Series 1, and on the right in Series 2. The only treatment-specific effects were in the mice receiving UVR treatments with no sunscreen (Control + UVR), here represented by a squamous cell papilloma (SCP) in Series 1 (encompassed by a black bracket), and in Series 2 (i) a cutaneous fibrosarcoma (CFS) (*black arrow* indicates mitotic figure in fibrosarcoma) and (ii) squamous cell carcinoma (SCC) (*black arrow* indicates “keratin pearl” in SCC). The skin from all other treatment groups showed unremarkable epidermis and dermis

### Levels of tissue Zn

The levels of Zn were measured by ICP-MS in the skin, brain, liver, spleen, kidney, and lung tissues from control and ZnO-treated groups in Series 1, and are shown in Table 3. Mice receiving weekly topical applications of sunscreen containing ZnO nanoparticles showed elevated concentrations of Zn in the skin (ZnO-UVR: 82 ± 9 μg/g; ZnO + UVR: 73 ± 10 μg/g) compared to mice receiving no sunscreen (Control-UVR: 14.5 ± 0.7 μg/g; Control + UVR: 13 ± 2 μg/g). No difference was found between ZnO-UVR and ZnO + UVR. Elevated concentrations of Zn were not found in any of the other tissues examined.

**Table 3:** Mean concentrations of Zn in tissues (wet mass) from untreated mice, and treated mice receiving UVR only, or ZnO sunscreen (± UVR) in Series 1

	Group ID	Sunscreen	UVR (kJ/m^2^)	μg/kg	Mean μg/g ± SEM					
					Skin	Brain	Liver	Spleen	Kidney	Lung
Series 1	Control-UVR	None	None	Zn	14.5 ± 0.7	12.2 ± 0.8	19 ± 1	17.4 ± 0.5	14.8 ± 0.7	16.9 ± 0.5
	Control + UVR	None	29	Zn	13 ± 2	15 ± 3	20 ± 1	17.6 ± 0.6	15.7 ± 0.8	16.6 ± 0.6
	ZnO-UVR	ZnO	None	Zn	82 ± 9^a^	12.1 ± 0.6	21 ± 1	18.2 ± 0.1	16.6 ± 0.6	16.1 ± 0.4
	ZnO + UVR	ZnO	29	Zn	73 ± 10^a^	13 ± 1	21 ± 1	17.3 ± 0.5	17.3 ± 0.7	16.4 ± 0.4

The practical quantification limit of Zn was 0.4 μg/kg; *n* = 5 for all tissues in all groups except for Control + UVR Skin, for which *n* = 4

*SEM* Standard Error of the Mean

^a^Significantly different from untreated mice (Control-UVR)

### Levels of Liver Ti

Total Ti concentrations were measured by ICP-MS in liver tissues from Control-UVR, TiO_2_-UVR, and TiO_2_ + UVR, and are shown in Fig. 3. Mice exposed to topical applications of sunscreen containing TiO_2_ nanoparticles once per week over 36 weeks (TiO_2_-UVR and TiO_2_ + UVR) showed significantly elevated levels of Ti in liver tissue (0.31 ± 0.02 μg/g and 0.33 ± 0.02 μg/g, respectively) compared to untreated mice (Control-UVR: 0.19 ± 0.2 μg/g). No difference was found between TiO_2_-UVR and TiO_2_ + UVR. The source of background Ti (i.e. in untreated mice) is likely to have been food, which was analysed and found to contain 0.3 mg/kg Ti.

**Fig. 3:**
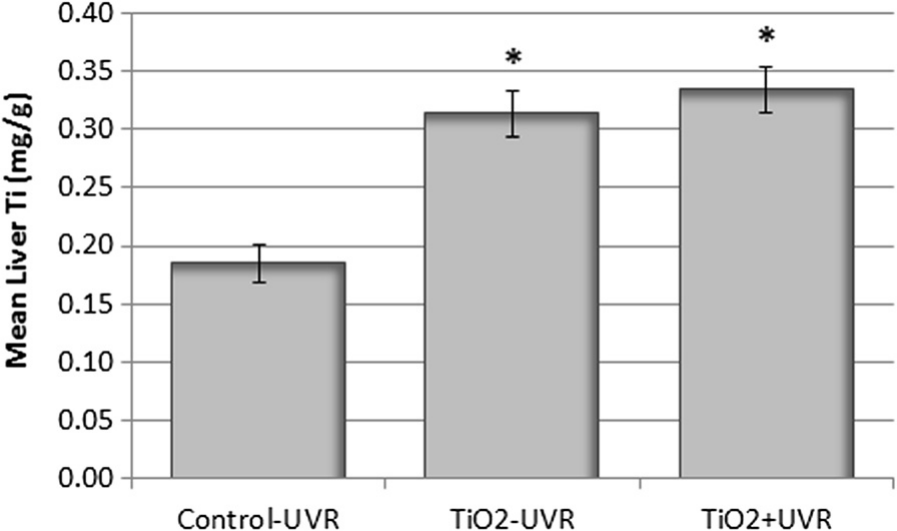
Mean concentrations of Ti in livers (dry mass) of untreated mice, and mice receiving TiO_2_ sunscreen (± UVR) in Series 1. *Significantly different from untreated mice (Control-UVR) (*p* < 0.001)

### Whole-genome gene-expression profiling in livers

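Liver RNA of hairless mice in 8 groups was measured on 47 Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse. There were 6 arrays in each group except ZnO + UVR, which had 5. The mice had no sunscreen (Control) or received ZnO, TiO_2_ or organic sunscreen (the TiO_2_ product also contains organic filters), each without UVR (-UVR) or with UVR of 29 kJ/m2 per treatment over 36 weeks. The authors normalized the arrays by robust multi-array average, which gives log2 values, and the number of arrays limits their precision. The value table used here holds 16383 probesets, of which 6568 are control probesets, so 9815 transcripts were tested and totals cover this part of the array. A single gene symbol was known for 7450 transcripts, 511 had several symbols and 1854 had none. All arrays entered 1 limma fit with group and replicate number as terms, though the labels do not say that this number is the processing batch, and transcripts were called at a Benjamini-Hochberg adjusted p under 0.1, the study's false discovery rate. In simulated data with 6 arrays in each group, as in Organic-UVR against Control-UVR, 0.5% of transcripts changed by 0.25 on the log2 scale were recovered, with 28.6% of calls false, 49.5% of those changed by 0.5 and 96.4% of those changed by 1, so small changes would be missed. With the 5 arrays of ZnO + UVR the recovered shares were 0.2% (with 50% of calls false), 42.4% and 95.5%. These shares apply to data simulated at the real means and spreads. They may not hold for the real arrays, which also varied together. The median transcript had a 95% interval of ± 0.29 on the log2 scale in a comparison of 6 with 6 arrays.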

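In the livers of mice given ZnO sunscreen, with or without UVR, or TiO_2_ sunscreen without UVR, no transcript of the 9815 tested with limma was higher or lower than in Control-UVR. At an unadjusted p under 0.05 there were 149 transcripts in ZnO-UVR, 276 in ZnO + UVR and 379 in TiO_2_-UVR. These are 1.52%, 2.81% and 3.86% of those tested, each below the share of 0.05 that unchanged transcripts give on average. The smallest p-value in ZnO-UVR belonged to Eci3, an enoyl-CoA isomerase gene, at a log2 difference of -1.20 (SE 0.27, adjusted p = 0.605), followed by Rdh18-ps (0.88) and Rtp4 (-0.73). The smallest in ZnO + UVR belonged to Rpf2 (-0.59), Krt6a (0.57) and Ccdc122 (-0.56), and in TiO_2_-UVR to Slc43a2 (0.37), H3c4 (0.44) and Pdlim4 (0.37). Among 11 measured zinc transporter genes, none was called in ZnO-UVR or ZnO + UVR. No metallothionein gene was measured in this table, so Mt1 and Mt2, which encode zinc-binding proteins, were not tested. As a group, 5 interferon response genes lay lower in ZnO-UVR (median -0.40; camera adjusted p = 1.96e-05, and adjusted p = 0.143 with an estimated correlation), as did 20 proteasome genes (median -0.13; camera adjusted p = 6.53e-05, and adjusted p = 0.99 with an estimated correlation). With arrays weighted by limma's arrayWeights 4 transcripts were lower in ZnO-UVR, and in a fit of its arrays and the controls alone 1 was.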

No statistically-significant differentially-expressed transcripts were identified in ZnO-UVR, ZnO + UVR, or TiO_2_-UVR compared to Control-UVR, and so these groups were excluded from further transcript analysis. In contrast, statistically significant alterations in transcript levels were identified in mice from Control + UVR, TiO_2_ + UVR, Organic-UVR, and Organic + UVR for a subset of genes compared to untreated mice, and thus further analyses were performed for these groups using IPA software to identify perturbed transcriptional pathways.

As depicted in Fig. 4, mice receiving the combination of organic sunscreen and UVR (Organic + UVR) showed by far the greatest disruption to the transcriptome, with a total of 5933 genes differentially regulated compared to untreated mice (Control-UVR). 

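Of 9815 transcripts, 162 differed between Organic + UVR and Control-UVR, 25 higher and 137 lower. The deepest decreases were in Nckap5 at a log2 change of -1.55 (SE 0.28, adjusted p = 0.014), and in Npas2, a transcription factor of the circadian clock, at -1.51 (SE 0.38, adjusted p = 0.0575). Npas2 measured 4.16 ± 0.36 (SD, n = 6) against 5.68 ± 1.21 (SD, n = 6) in Control-UVR, on the log2 scale. The beta-tubulin gene Tubb2a (-1.22), the clock-linked repressor Nfil3 (-1.14), Asap2 (-1.13), Lgalsl (-1.07), the DNA primase gene Prim1 (-1.03) and the zinc and manganese transporter gene Slc30a10 (-0.98) also fell. Among called transcripts with 1 gene symbol, increases were smaller and were led by Tmem174 (0.55), the kinase gene Pim3 (0.53), Chrnd (0.52), Lgi3 (0.46), Mir365-2 (0.46), Arfgef3 (0.46), Obsl1 (0.43) and Ggnbp2os (0.42). Most of these were dim. The median log2 value of a Control-UVR array was 4.89 on average. Tmem174 (3.56), Chrnd (4.48), Lgi3 (4.33), Mir365-2 (4.79), Arfgef3 (4.51) and Ggnbp2os (4.56) lay below it in Control-UVR. Pim3 (5.54) and Obsl1 (5.06) lay above it. Across all transcripts the change correlated with the mean level at -0.422, so dim transcripts tended to lie higher. The largest increase of any transcript was 1.28, in the circadian clock gene Ciart, and was not called. Ciart measured 7.19 ± 1.46 (SD, n = 6) in Organic + UVR, with single mice from 5.40 to 9.11. In Control-UVR it measured 5.91 ± 0.93 (SD, n = 6). Of 5 interferon response genes 2 fell, Irgm1 by 0.74 and Irf9 by 0.57 (list: camera adjusted p = 0.00113, and adjusted p = 0.397 with an estimated correlation). The co-chaperone gene Ahsa1 (-0.50), Insig2 (-0.68), a regulator of sterol synthesis, and the endothelial marker Pecam1 (-0.66) were lower, and the bile duct keratin gene Krt7 was higher (0.37). Krt7 was also dim, at 4.36 in Control-UVR. All p-values are adjusted p from limma. The slope of an array's values on the mean of all arrays differed from Control-UVR by -0.049 in Organic + UVR (exact permutation test, two-sided p = 0.0498, and 0.116 when adjusted over the comparisons with Control-UVR). Of 27 called genes selected in this comparison, 18 lost their call without the replicate number in the fit, 14 after quantile normalization and 22 with the slope as a covariate, which called 7 higher and 16 lower. Leaving out 1 array ended most of these calls without Organic + UVR replicate 4 (27 of 27). The count of 162 was 34 without Control-UVR replicate 1, 42 without Control-UVR replicate 2, 6 without Control-UVR replicate 4, 368 without Control-UVR replicate 5, 3 without Control-UVR replicate 6, 577 without Organic-UVR replicate 1, 1188 without Organic + UVR replicate 1, 54 without Organic + UVR replicate 2, 80 without Organic + UVR replicate 3, 0 without Organic + UVR replicate 4, 286 without Organic + UVR replicate 5 and 95 without Organic + UVR replicate 6. It was 33 without the replicate number, 73 after quantile normalization, 14 in a fit of the arrays of these groups alone and 1460 with array weights.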

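In Control + UVR, 5 of 9815 transcripts differed from Control-UVR, all of them lower. They were Abcd2, a peroxisomal fatty acid transporter gene, at a log2 change of -0.85 (SE 0.19, adjusted p = 0.0789), Zfp39 (-0.66), 2610008E11Rik (-0.60), the kinase anchoring gene Akap7 (-0.59) and the methyltransferase gene N6amt1 (-0.54). The count was 0 without Control-UVR replicate 1, 3 or 6 or Control + UVR replicate 3, 4 or 5, 1 without Control-UVR replicate 2 or 4, 10 without Control-UVR replicate 5, 13 without Control + UVR replicate 1, 27 without Control + UVR replicate 2, 3 without Control + UVR replicate 6 and 94 without Organic-UVR replicate 1, 0 without the replicate number in the fit, 0 after quantile normalization and 0 with the array slope (the slope of an array's values on the mean of all arrays) as a covariate. With array weights 355 differed, 115 higher and 240 lower, and a fit of the arrays of these groups alone called 2 higher and 1 lower, none of them among the 5.

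In Organic-UVR, 321 transcripts differed, 73 higher and 248 lower. Ciart, a repressor within the circadian clock, rose by 1.91 (SE 0.54, adjusted p = 0.0603), with Gdap10 (1.12), Rdh18-ps (0.88), the clock gene Per1 (0.81), Olfr1393 (0.77), the clock output gene Tef (0.72), Gnrh1 (0.72) and Kansl1 (0.66) behind it. The protease inhibitor gene Serpinb1a fell by 1.62, Tubb2a by 1.59, Npas2 by 1.54, Nckap5 by 1.52, Eci3 by 1.23, Ddc by 1.22, Rfx4 by 1.20 and Lgalsl by 1.18. Of 7 genes of the repressing and output arm of the clock 4 rose and none fell (camera adjusted p = 0.000245, and adjusted p = 0.492 with an estimated correlation). Of 5 interferon response genes 3 fell, namely Irgm1 (-0.81), Irf9 (-0.56) and Rsad2 (-0.86; list: camera adjusted p = 0.00622, and adjusted p = 0.492 with an estimated correlation). Without Organic-UVR replicate 1, Irgm1 was at -0.57 (adjusted p = 0.222), Irf9 at -0.43 (adjusted p = 0.3) and Rsad2 at -0.80 (adjusted p = 0.257), and none of them was called. The array of Organic-UVR replicate 1 had a slope of 0.772 on the mean of all arrays, against 0.989 or more for the others of its group. The slope of an array's values on the mean of all arrays differed from Control-UVR by -0.0544 in Organic-UVR (exact permutation test, two-sided p = 0.0887, and 0.155 when adjusted over the comparisons with Control-UVR), and by -0.0143 without replicate 1. Of 43 called genes selected in this comparison, 22 lost their call without the replicate number in the fit, 9 after quantile normalization and 25 with the slope as a covariate. Leaving out 1 array ended most of these calls without Control-UVR replicate 2 (24 of 43), and 23 of 43 without Control-UVR replicate 6 or Organic-UVR replicate 1. Among the increases above, the calls that ended without Organic-UVR replicate 1 were Rdh18-ps at 0.74 (adjusted p = 0.217), Olfr1393 at 0.54 (adjusted p = 0.419) and Gnrh1 at 0.63 (adjusted p = 0.23). Quantile normalization gave 26 higher and 228 lower, and the slope as a covariate 27 higher and 38 lower. The count of 321 was 145 without Control-UVR replicate 1, 89 without Control-UVR replicate 2, 202 without Control-UVR replicate 4, 525 without Control-UVR replicate 5, 94 without Control-UVR replicate 6, 66 without Organic-UVR replicate 1, 589 without Organic-UVR replicate 3 and 619 without Organic-UVR replicate 5, 92 without the replicate number, 1 in a fit of the arrays of these groups alone and 841 with array weights.

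**Figure D1:**
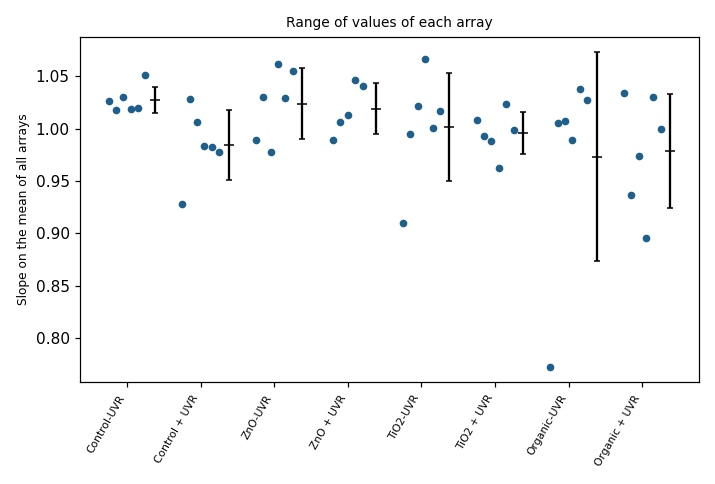
Slope of each array's log2 values on the mean of all arrays (vertical axis, no unit), by treatment group on the horizontal axis. Points are arrays, and the bar beside them is the mean ± SD. Organic-UVR replicate 1 lies lowest, at 0.772.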

In the absence of either the organic sunscreen (Control + UVR) or the UVR (Organic-UVR), mice exhibited far less disturbance to their transcriptomic activity, with totals of 1029 and 720 genes differentially regulated, respectively. In contrast, mice treated with both the TiO_2_ sunscreen and UVR (TiO_2_ + UVR) showed only very low levels of differential regulation compared to untreated mice (Control-UVR) (14 genes).

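TiO_2_ + UVR differed from Control-UVR in 68 of 9815 transcripts, 17 higher and 51 lower. The largest increases were in Ciart, at a log2 change of 2.30 (SE 0.54, adjusted p = 0.0379), Gdap10 (1.18), Tef (0.85), the glycogen-targeting phosphatase subunit gene Ppp1r3g (0.85), Tomm40l (0.75), Per1 (0.74), AA986860 (0.68) and the kinase gene Mknk2 (0.64). Nckap5 had the deepest decrease at -1.70 (SE 0.28, adjusted p = 0.00177), and Npas2 (-1.53), Tubb2a (-1.43), Asap2 (-1.31), the aromatic amino acid decarboxylase gene Ddc (-1.27), Slc30a10 (-1.25), Lgalsl (-1.16) and Eci3 (-1.09) fell with it. The histidine ammonia-lyase gene Hal fell by 0.75 and Insig2 by 1.00. Adjusted p-values are from limma. The slope of an array's values on the mean of all arrays differed from Control-UVR by -0.0318 in TiO_2_ + UVR (exact permutation test, two-sided p = 0.00866, and 0.0379 when adjusted over the comparisons with Control-UVR). Of 21 called genes selected in this comparison, 8 lost their call without the replicate number in the fit, 4 after quantile normalization and 1 with the slope as a covariate, which called 62 higher and 52 lower. Leaving out 1 array ended most of these calls without Control-UVR replicate 2 or TiO_2_ + UVR replicate 6 (12 of 21). The count of 68 was 27 without Control-UVR replicate 2, 28 without Control-UVR replicate 4, 29 without Control-UVR replicate 6, 162 without TiO_2_ + UVR replicate 1, 33 without TiO_2_ + UVR replicate 4, 24 without TiO_2_ + UVR replicate 6 and 116 without Organic-UVR replicate 1, 30 without the replicate number in the fit and 392 with array weights.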

**Fig. 4:**
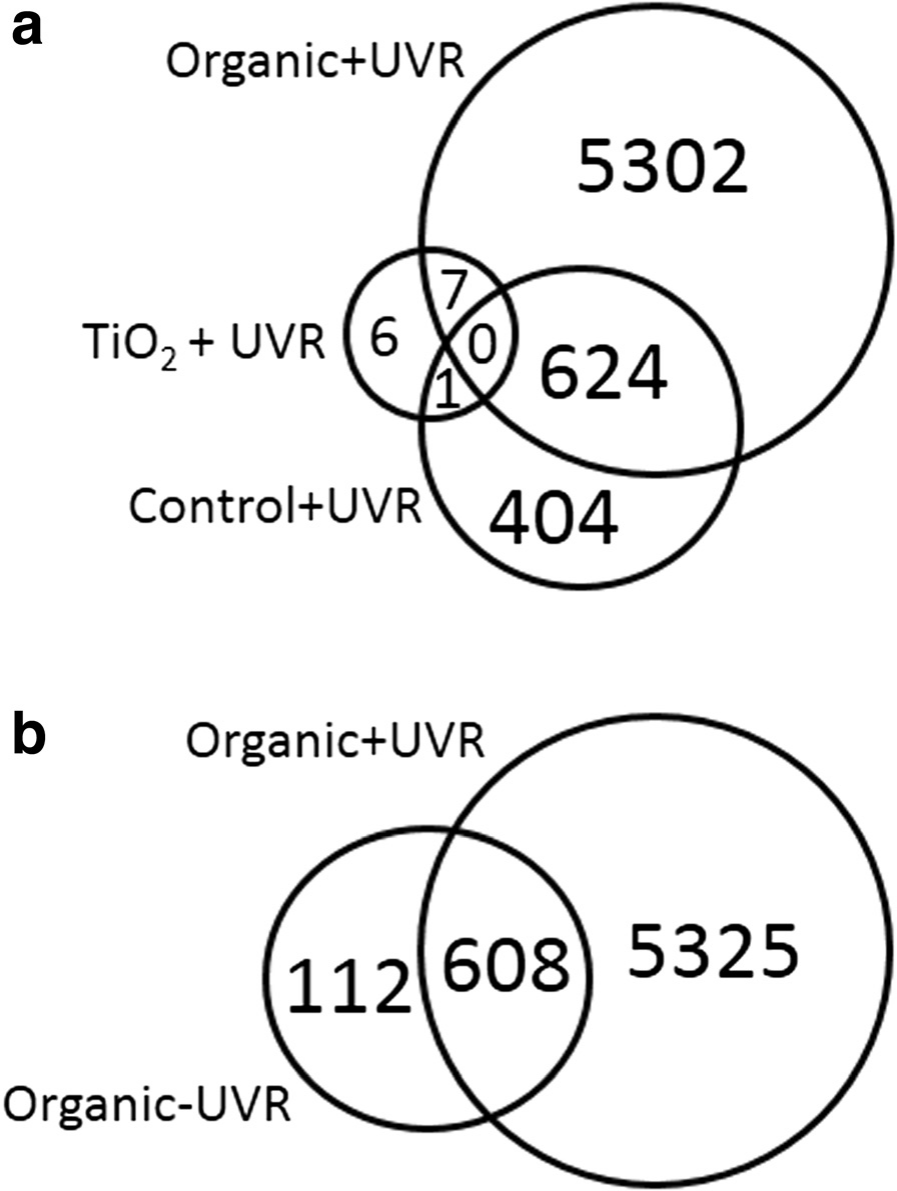
**a** VENN diagram showing the number of unique or shared transcripts within and between mice exposed to UVR, with (TiO_2_ + UVR, Organic + UVR) or without (Control + UVR) prior application of sunscreen. Numbers indicate differentially-expressed transcripts that were either unique to one treatment (unshared VENN), or differentially-expressed in more than one treatment (intersecting VENN); **b** VENN diagram showing the number of unique or shared transcripts within and between mice receiving topical applications of the organic sunscreen, with (Organic + UVR) or without (Organic-UVR) subsequent UVR exposure

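Organic + UVR shared 86 called transcripts with Organic-UVR, 7 higher and 79 lower in both. With TiO_2_ + UVR it shared 34, 1 higher and 33 lower, and with Control + UVR 3, all lower. None was called in opposite directions. Nckap5, Npas2, Tubb2a, Lgalsl and Slc30a10 fell in Organic + UVR, Organic-UVR and TiO_2_ + UVR. Some mice without organic filters also had low levels. Npas2 was at 4.1196 and 4.1992 in Control-UVR replicates 1 and 5 and at 4.3945 and 4.017 in ZnO-UVR replicates 1 and 2. Tubb2a was at 7.554, 7.5521, 5.7563 and 6.6732 in turn. The other mice of these groups lay at 5.8685 or above for Npas2 and 8.7166 or above for Tubb2a. In Organic + UVR the highest values were 4.825 and 7.87. A shared decrease thus does not by itself show a treatment response. Independent lists of as many called transcripts would share 3.46 lower transcripts with Organic-UVR, 0.712 with TiO_2_ + UVR and 0.0698 with Control + UVR. The comparisons use the same Control-UVR arrays, and 100 simulations of unchanged groups against them shared on average 4.8, 8.88 and 7.33 transcripts, and at most 480, 879 and 372. Across transcripts, which are not independent replicates, the log2 changes of Organic + UVR correlated with those of Organic-UVR at r = 0.812, where the simulation gave 0.543. Their covariance was 0.0469 against 0.0161 in the simulation. For TiO_2_ + UVR the covariance was 0.0347 against 0.0145, and for Control + UVR 0.0338 against 0.0161. With the Control-UVR arrays split into 2 sets of 3, one for each comparison, no called transcript was shared, but in each case at least 1 of the comparisons called none. The correlation with Organic-UVR was then 0.548 and 0.512, that with TiO_2_ + UVR 0.393 and 0.438, and that with Control + UVR 0.488 and 0.276. The 86 shared with Organic-UVR became 23 without Control-UVR replicate 1, 20 without Control-UVR replicate 2, 6 without Control-UVR replicate 4, 210 without Control-UVR replicate 5, 3 without Control-UVR replicate 6, 42 without Organic-UVR replicate 1, 297 without Organic + UVR replicate 1, 37 without Organic + UVR replicate 2, 51 without Organic + UVR replicate 3 and 0 without Organic + UVR replicate 4. The 34 shared with TiO_2_ + UVR became 13 without Control-UVR replicate 1, 7 without Control-UVR replicate 2, 2 without Control-UVR replicate 4 or 6, 64 without Control-UVR replicate 5, 74 without TiO_2_ + UVR replicate 1, 21 without TiO_2_ + UVR replicate 4, 17 without TiO_2_ + UVR replicate 6 or Organic + UVR replicate 2, 75 without Organic-UVR replicate 1, 52 without Organic + UVR replicate 1 and 0 without Organic + UVR replicate 4, and the 3 shared with Control + UVR became 0 without Control-UVR replicate 1, 2, 3, 4 or 6 or Control + UVR replicate 3, 4 or 5 or Organic + UVR replicate 4, 9 without Control-UVR replicate 5 or Control + UVR replicate 2, 44 without Organic-UVR replicate 1 and 1 without Organic + UVR replicate 2 or 6. Without the replicate number in the fit 16, 10 and 0 were shared with these groups in turn, after quantile normalization 37, 18 and 0, in fits of only the 3 groups of an overlap (Control-UVR and the 2 treated) 2, 48 and 0, at an adjusted p under 0.05 24, 11 and 0, and with array weights 443, 235 and 177.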

Information on all differentially-expressed genes from all treatment groups relative to no treatment is available under GEO accession number GSE84818. The top 5 Canonical Transcriptional Pathways showing the most substantial disruption in treatment groups are listed in Table 4, although it should be noted that the identification of canonical pathways by IPA and similar programs that are based on gene and pathway citations in research literature can be subject to bias towards areas of greater research effort and literature abundance. Three of the five most substantially perturbed by UVR treatment in the absence of sunscreen (Control + UVR) were associated with the response to DNA damage (Role of BRCA1 in DNA Damage Response; ATM signalling; DNA Double-Strand Break Repair by Non-Homologous End Joining), and a fourth (NF-kB Signaling) was a rapid response pathway to cellular damage. 

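In Control + UVR, genes of non-homologous end joining, which rejoins broken DNA ends, lay lower than in Control-UVR as a group (camera adjusted p = 0.0178, and adjusted p = 0.678 with an estimated correlation), while no gene of the DNA damage and NF-kB lists was called on its own. The lists were written from the pathway names before the data were examined and are not the IPA pathways. Of 8 measured end joining genes none passed over all transcripts, with 0 higher and 4 lower when adjusted over the list alone; their median log2 change was -0.31. Xrcc5, a subunit of the Ku complex, was at -0.57, Rad50 at -0.50 and Prkdc, the DNA-dependent protein kinase, at -0.36, with an adjusted p of 0.203, 0.209 and 0.3 from limma. Of 7 genes of the BRCA1 list none was called (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.278), with Brca1 itself at 0.09 (SE 0.11, adjusted p = 0.729). None of 11 ATM signalling genes was called (2 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.115), and Gadd45b and Cdk1 lay at 0.32 and 0.37 while Mdm2 lay at -0.34. Of 10 NF-kB targets none was called under either adjustment, among them Nfkbia, the inhibitor of NF-kB, at 0.01, Tnfaip3 at -0.02 and Ccl2 at 0.08 (camera adjusted p = 0.759). The slope of an array's values on the mean of all arrays differed from Control-UVR by -0.0433 in Control + UVR (exact permutation test, two-sided p = 0.0108, and 0.0379 when adjusted over the comparisons with Control-UVR). The paper states that the DNA damage pathways were among those most perturbed by UVR without sunscreen.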

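Of 11 measured genes of cholecystokinin and gastrin signalling, a hormone pathway that acts through G proteins and kinases, none was called in Control + UVR over all transcripts, with 0 higher and 4 lower when adjusted over the list alone. The kinase genes Prkca and Mapk8 lay at log2 changes of -0.49 and -0.49, with an adjusted p from limma of 0.202 and 0.203. Gast, which encodes gastrin, was at 0.19 and Egfr at 0.06. The list did not pass as a group (camera adjusted p = 0.157).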

The fifth, Cholecystokinin/Gastrin-Mediated Signalling, is a molecular messaging pathway implicated in a variety of biological functions that, amongst others, include cell proliferation and neoplastic transformation. In contrast, three of the Top 5 Canonical Pathways that were disrupted in mice receiving topical applications of TiO_2_ sunscreen prior to UVR (TiO_2_ + UVR) were associated with metabolic functions (Tetrapyrrole Biosynthesis II; Heme Biosynthesis II; Mevalonate Pathway I). 

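No measured gene of heme or mevalonate synthesis was called in TiO_2_ + UVR. Of the heme synthesis genes, 2 were measured, Ppox at a log2 change of 0.01 and Cpox at -0.26, with an adjusted p from limma of 0.99 and 0.544. They were too few for a test of the list. Of 7 genes of the mevalonate and cholesterol pathway none was called under either adjustment, with Hmgcs1, which encodes an early enzyme of the pathway, at -0.12, Idi1 at 0.17 and Sqle at 0.18 (camera adjusted p = 0.767).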

The Circadian Rhythm Signalling and Breast Cancer Regulation by Stathmin1 Canonical Pathways also showed altered regulation in this group. 

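Some circadian clock genes changed in TiO_2_ + UVR. Of 7 genes of the repressing and output arm 3 rose, namely Ciart, Tef and Per1, and none fell (6 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.68e-06, and adjusted p = 0.285 with an estimated correlation). Nr1d2 lay at 0.92 and Per2 at 0.49, with an adjusted p from limma of 0.162 and 0.285, while Nr1d1 lay at -0.45 (adjusted p = 0.834). Of 3 measured genes of the activating arm list 2 fell, Npas2 to 4.15 ± 0.25 (SD, n = 6) from 5.68 ± 1.21 (SD, n = 6) in Control-UVR on the log2 scale, and Nfil3 by 0.97. Nfil3 itself is a repressor of clock output genes, and the third gene of the list, Cry1, is also a clock repressor. Cry1 measured 6.695 ± 0.685 (SD, n = 6) in TiO_2_ + UVR and 6.884 ± 0.733 (SD, n = 6) in Control-UVR. Ciart measured 8.21 ± 0.62 (SD, n = 6) in TiO_2_ + UVR and 5.91 ± 0.93 (SD, n = 6) in Control-UVR. Of 6 stathmin and microtubule genes 2 fell, the tubulin genes Tubb2a and Tuba4a (Tuba4a by 0.93), and 4 did not pass (camera adjusted p = 0.0368, and adjusted p = 0.479 with an estimated correlation; adjusted p = 0.142 without TiO_2_ + UVR replicate 1). Stmn4 was at 0.33. Npas2 in single mice lay between 4.12 and 6.71 in Control-UVR and between 4.02 and 7.00 in ZnO-UVR, against 3.85 to 4.46 in TiO_2_ + UVR.

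**Figure D2:**
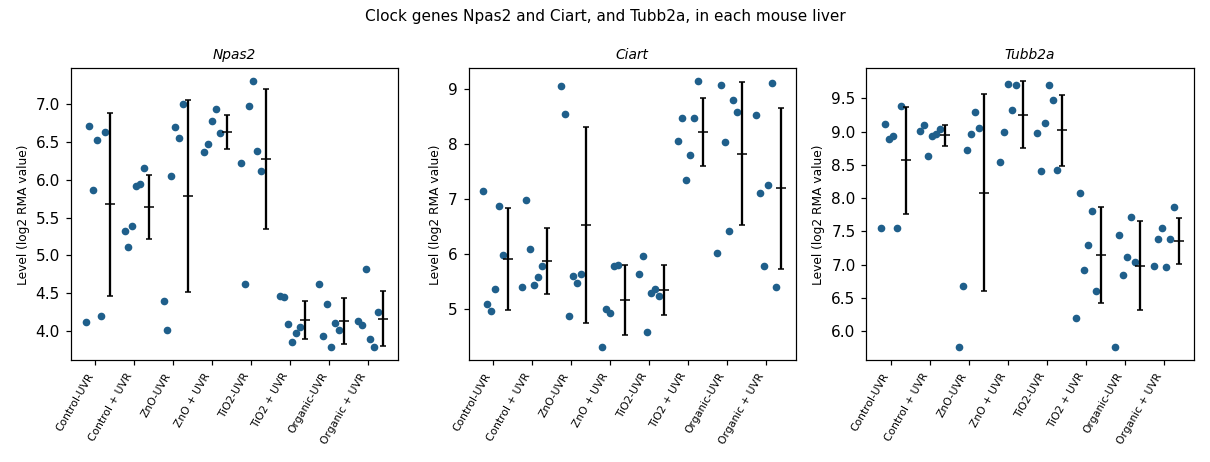
Log2 level of Npas2, Ciart and Tubb2a in the liver of each mouse, by treatment group on the horizontal axis. Points are mice, and the bar beside them is the mean ± SD. Npas2 lies at 4.46 or below in the TiO_2_ + UVR mice, and the Control-UVR mice spread from 4.12 to 6.71.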

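In the estrogen receptor list, 1 gene was called with either organic treatment, Med23, a subunit of the Mediator complex. Med23 fell by 0.48 on the log2 scale in Organic-UVR (adjusted p = 0.0282) and by 0.49 in Organic + UVR (adjusted p = 0.0427). Without Organic-UVR replicate 1 it was at -0.42 (adjusted p = 0.123) in Organic-UVR. Without Organic + UVR replicate 4 no transcript was called in Organic + UVR. Of 13 measured genes, 1 was higher and 5 were lower in Organic-UVR, and 1 was higher and 8 were lower in Organic + UVR, when adjusted over the list alone. As a group the list lay lower, with camera adjusted p = 0.0186, and adjusted p = 0.492 with an estimated correlation in Organic-UVR, and camera adjusted p = 0.01, and adjusted p = 0.557 with an estimated correlation in Organic + UVR. The estrogen receptor gene Esr1 was at -0.23 (SE 0.18, adjusted p = 0.476) and -0.35 (SE 0.18, adjusted p = 0.298). Among 7 genes known to respond to estrogen none was called in either group. Of 12 genes of adherens junction remodelling none was called over all transcripts. When adjusted over the list alone, none was called in Organic-UVR and 2 were lower in Organic + UVR. Their median was -0.27 in Organic-UVR (camera adjusted p = 0.0109, and adjusted p = 0.492 with an estimated correlation) and -0.31 in Organic + UVR (camera adjusted p = 0.00409, and adjusted p = 0.557 with an estimated correlation). The vinculin gene Vcl lay at -0.30 and the actin nucleation gene Actr3 at -0.25 in Organic-UVR. After quantile normalization neither list passed, with an adjusted p for the estrogen receptor list of 0.269 in Organic-UVR and 0.183 in Organic + UVR, and for adherens junction remodelling of 0.256 and 0.106. With the slope of the arrays as a covariate neither passed (adjusted p = 0.553 and 0.198, and 0.595 and 0.262), nor did either in Organic-UVR without Organic-UVR replicate 1 (adjusted p = 0.185 and 0.335). Single genes were tested with limma.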

Mice receiving topical treatments of the organic sunscreen with (Organic + UVR) or without (Organic-UVR) subsequent UVR exposure shared two of their Top 5 Canonical Pathways, with the Estrogen Receptor Signalling and Remodeling of Epithelial Adherens Junctions Pathways showing substantially altered regulation in both. However, in the absence of UVR (Organic-UVR), two of the remaining three Top 5 Pathways were associated with metabolic functions (All-trans-decaprenyl Diphosphate Biosynthesis; Phosphatidylethanolamine Biosynthesis II), whereas in the presence of UVR (Organic + UVR) the remaining three pathways in the Top 5 were indicative of altered protein regulation (Protein Ubiquitination Pathway; tRNA Charging; EIF2 Signaling). It should be noted, however, that whilst the different treatment regimes resulted in variation amongst the Top 5 Canonical Pathways, these pathways were often also disrupted by the other treatments, but not as strongly.

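Pdss2, which encodes a subunit of the enzyme that makes decaprenyl diphosphate, fell by 0.67 on the log2 scale in Organic-UVR (adjusted p = 0.0603 from limma). It was the 1 gene called of 5 measured in the list of phosphatidylethanolamine and prenyl diphosphate synthesis, in which Pemt lay at -0.17 and Pcyt2 at 0.11 (camera adjusted p = 0.409). In Organic + UVR, 1 of 20 proteasome genes fell, Psmd1 by 0.43, with 0 higher and 7 lower when adjusted over the list alone (camera adjusted p = 0.000225, and adjusted p = 0.557 with an estimated correlation). In Organic-UVR 5 fell, among them Psmd1 (-0.48), Psmd11 (-0.56) and Psmc1 (-0.53; camera adjusted p = 1.28e-08, and adjusted p = 0.492 with an estimated correlation). Of 7 cytosolic tRNA synthetase genes 1 fell in Organic + UVR, the threonyl-tRNA synthetase gene Tars by 0.79 (0 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.000526, and adjusted p = 0.557 with an estimated correlation). In Organic-UVR 3 fell, Tars by 1.11, Farsb by 0.58 and Eprs by 0.41. None of 11 translation initiation genes was called in Organic + UVR (0 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0277, and adjusted p = 0.638 with an estimated correlation), and none of 15 ubiquitin enzyme genes (camera adjusted p = 0.177). Of 32 ribosomal protein genes none was called in Organic + UVR (median -0.17; camera adjusted p = 0.00896, and adjusted p = 0.751 with an estimated correlation). The lists of translation initiation and ribosomal protein genes did not pass after quantile normalization (adjusted p = 0.221 and 0.183), while those of the proteasome and the tRNA synthetases did (adjusted p = 0.0123 and 0.000913). Without Organic + UVR replicate 2 the former did not pass either (adjusted p = 0.149 and 0.387). Without Organic-UVR replicate 1 the following were not called in Organic-UVR: Pdss2 at -0.45 (adjusted p = 0.342), Psmd1 at -0.36 (adjusted p = 0.154), Psmd11 at -0.38 (adjusted p = 0.201), Psmc1 at -0.35 (adjusted p = 0.276), Farsb at -0.37 (adjusted p = 0.316) and Eprs at -0.27 (adjusted p = 0.429). Without Organic + UVR replicate 4 no transcript was called in Organic + UVR.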

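Several gene lists passed in more than 1 treatment group against Control-UVR. Non-homologous end joining lay lower in Control + UVR, TiO_2_ + UVR (median log2 change -0.31; camera adjusted p = 0.00475, and adjusted p = 0.479 with an estimated correlation), Organic-UVR (-0.35; camera adjusted p = 0.0116, and adjusted p = 0.492 with an estimated correlation) and Organic + UVR (-0.35; camera adjusted p = 0.0282, and adjusted p = 0.557 with an estimated correlation), and in Organic-UVR its members Xrcc5 and Parp1 fell by 0.64 and 0.53 (adjusted p = 0.0398 and 0.0893 from limma). Cytosolic tRNA synthetases lay lower in Control + UVR (camera adjusted p = 0.0358, and adjusted p = 0.678 with an estimated correlation) and in TiO_2_ + UVR, where Tars fell by 0.96 (camera adjusted p = 1.68e-06, and adjusted p = 0.285 with an estimated correlation). The estrogen receptor list also lay lower in Control + UVR (camera adjusted p = 0.0642, and adjusted p = 0.678 with an estimated correlation). Of 40 lists tested, 11 passed in Control + UVR, 13 in TiO_2_ + UVR, 15 in Organic-UVR and 12 in Organic + UVR. With an estimated correlation between genes none passed in these groups, and after quantile normalization 6 in Control + UVR, 4 in TiO_2_ + UVR, 9 in Organic-UVR and 4 in Organic + UVR no longer passed, among them the estrogen receptor list in Control + UVR (adjusted p = 0.213). With the slope of the arrays as a covariate, end joining did not pass in Organic-UVR (adjusted p = 0.189) or Organic + UVR (adjusted p = 0.262), nor the tRNA synthetases in Control + UVR (adjusted p = 0.296). With 1 array left out, the adjusted p was 0.109 without Control-UVR replicate 1 for end joining in Organic + UVR, 0.11 without Control + UVR replicate 5 for the tRNA synthetases in Control + UVR and 0.171 without Control + UVR replicate 1 and 0.11 without Control + UVR replicate 5 for the estrogen receptor list there. Xrcc5 and Parp1 in Organic-UVR were at -0.40 (adjusted p = 0.24) and -0.39 (adjusted p = 0.419) without Organic-UVR replicate 1. Between treatment groups, end joining and the estrogen receptor list lay lower in Organic-UVR than in TiO_2_-UVR (camera adjusted p = 0.036, and adjusted p = 0.552 with an estimated correlation, and for the estrogen receptor list camera adjusted p = 0.0218, and adjusted p = 0.498 with an estimated correlation), as did the tRNA synthetases (camera adjusted p = 4.91e-05, and adjusted p = 0.419 with an estimated correlation). None of these 3 lists passed between Organic + UVR and Control + UVR (camera adjusted p = 0.818, 0.616 and 0.105). In all, 10 lists passed between Organic + UVR and Control + UVR, 6 between Organic + UVR and Organic-UVR, 1 between Organic + UVR and TiO_2_ + UVR and 13 between Organic-UVR and TiO_2_-UVR, and with an estimated correlation 2, 0, 1 and 1. The latter were the repressing and output arm of the clock, higher in Organic + UVR than in Control + UVR (camera adjusted p = 7.09e-08, and adjusted p = 0.0811 with an estimated correlation) and in Organic-UVR than in TiO_2_-UVR (camera adjusted p = 8.08e-14, and adjusted p = 0.0106 with an estimated correlation), stathmin and microtubule genes, lower in Organic + UVR than in Control + UVR (camera adjusted p = 2.07e-05, and adjusted p = 0.0212 with an estimated correlation), and stellate cell and fibrosis markers, lower in Organic + UVR than in TiO_2_ + UVR (camera adjusted p = 0.0133, and adjusted p = 0.0902 with an estimated correlation). The change with UVR differed between organic sunscreen and no sunscreen in 11 lists, end joining among them (camera adjusted p = 0.0153, and adjusted p = 0.731 with an estimated correlation), and in 0 with an estimated correlation.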

**Table 4:** Top 5 canonical transcriptional pathways perturbed in treated, relative to untreated, mice from Series 1

Group ID	Sunscreen	UVR (kJ/m^2^)	Top 5 canonical pathways
Control + UVR	None	29	Role of BRCA1 in DNA Damage Response; Cholecystokinin/Gastrin-Mediated Signalling; ATM Signalling; NF-kB Signalling; DNA Double-Strand Break Repair by Non-Homologous End Joining
ZnO-UVR	ZnO	0	No statistically significant differentially expressed genes identified
ZnO + UVR	ZnO	29	No statistically significant differentially expressed genes identified
TiO_2_-UVR	TiO_2_	0	No statistically significant differentially expressed genes identified
TiO_2_ + UVR	TiO_2_	29	Circadian Rhythm Signalling; Tetrapyrrole Biosynthesis II; Heme Biosynthesis II; Breast Cancer Regulation by Stathmin1; Mevalonate Pathway I
Organic-UVR	Organic	0	Estrogen Receptor Signalling; UVA-induced MAPK Signalling; All-trans-decaprenyl Diphosphate Biosynthesis; Remodelling of Epithelial Adherens Junctions; Phosphatidylethanolamine Biosynthesis II
Organic + UVR	Organic	29	Protein Ubiquitination Pathway; tRNA Charging; Estrogen Receptor Signalling; Remodelling of Epithelial Adherens Junctions; EIF2 Signalling

## Discussion

This study sought to address the question of whether long-term use of sunscreens containing metal oxide nanoparticles could lead to adverse health effects compared to a sunscreen containing only organic UVR filters, or no sunscreen at all. As sunscreen is typically used to protect the skin from the sun, it was important to include UVR as a variable, particularly in light of the photocatalytic potential of ZnO and TiO_2_ nanoparticles and the potential for temporary disruption of the skin barrier function following UVR exposure. Two 36-week experiments were conducted in which immune-competent hairless mice received weekly topical applications of commercially-available sunscreens, or no sunscreen, followed by UVR exposure or no UVR.

The major findings of the study are aligned with general sun-safe messages that advocate the application of sunscreen to skin when exposed to UVR in the absence of protective clothing; i.e. sunscreen protects the skin against UVR-mediated damage. These results also counter recent speculations within some sections of the community that sunscreens containing metal oxide nanoparticles may be more dangerous than no sunscreen at all [23]. We found that the topical use of sunscreens protected hairless mice from histologically-diagnosed UVR-induced malignant and non-malignant skin neoplasms, and dermal inflammation, irrespective of whether their active ingredients included metal oxide nanoparticles and/or organic filters. This is consistent with previously published work showing that sunscreen use can decrease incidences of solar actinic keratoses [24], melanoma [25], and squamous and basal cell carcinomas [26] in humans. We found no other statistically-significant histological outcomes with respect to the long-term use of ZnO or TiO_2_ nanoparticles or organic filters in sunscreens. These results thus support the recent position of the Scientific Committee on Consumer Safety that TiO_2_ and ZnO nanoparticles in sunscreens are not considered to be harmful to humans after topical application [11, 27].

Dermal penetration by nanoparticles in sunscreen was not the focus of this study and was not controlled as we cannot exclude the possibility of chronic low-level ingestion of residual sunscreen after washing each week. Bearing this in mind, the presence of UVR here did not significantly alter the concentrations of Zn in brain, heart, liver, kidney, or spleen tissue, or Ti in liver, compared to the concentrations in mice receiving sunscreen applications without UVR. This suggests that, with long-term sunscreen use, UVR does not substantially alter the dermal penetrability of metal oxide nanoparticles when sunscreens are applied prior to UVR exposure.

Internal tissue concentrations of Zn were not elevated in mice treated with the ZnO sunscreen, whereas the concentration of Ti was slightly elevated in the livers of mice treated with the TiO_2_ sunscreen. Whilst it is not possible to exclude dermal penetration, a far more likely route of entry was via ingestion of either particles from licking each other during treatment periods (although this was not observed), or from licking residual particles left in hair follicles and skin furrows after washing during routine grooming (i.e. after the Elizabethan collars had been removed each week). The difference between the absence of Zn accumulation and observed low-level accumulation of Ti in the livers may reflect the differing solubilities of the more soluble ZnO compared to the much less soluble TiO_2_ nanoparticles, highlighting that the fate of nanoparticles following internalisation into organs and cells may differ according to their physical and chemical characteristics. Alternatively, if the same (low) levels of Zn and TiO_2_ were internalised dermally or via ingestion, it would be easier to detect a measureable change in concentration for Ti than Zn, simply due to the very different background or endogenous concentrations which are much higher for Zn, where Zn is an endogenous metal cofactor with normal homestatic mechanisms, whereas Ti is a contaminant needing hepatic decontamination and egestion. Indeed, this was the reason for using the stable isotope method in previous work where one of the aims was to assess dermal penetration of Zn from ZnO sunscreen in humans and mice [28]. Interestingly, however, Cho et al. [29] reported higher absorption, organ distribution, and urine excretion of Zn from orally-administered ZnO nanoparticles in mice, compared to TiO_2_, which was largely expelled via the faeces. This difference may reflect the differing route of administration and doses used. We did not assess tissue concentrations of the organic filters here, but work elsewhere has suggested that they may undergo time- and dose-dependent systemic absorption in humans [30, 31].

As might be anticipated, the transcriptional pathways most substantially disrupted by treatment with UVR without protection from sunscreen were associated with responses to inflammation and DNA damage. In contrast, for the treatments with the organic sunscreen with or without UVR, the most significantly altered pathways were associated with hormone signalling, cell signalling, and protein synthesis. UVR does not appear to be a factor in increasing absorption of organic UVR filters [31], and therefore the dramatic increase in transcriptional disruption in mice treated with the organic sunscreen with UVR compared to without UVR is interesting. This could be due to either compounds produced in organic sunscreen during irradiation, or production of compounds by the skin when in contact with organic sunscreen during irradiation. 

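With organic sunscreen, no transcript of the 9815 tested differed between mice with and without UVR in limma, and 333 had an unadjusted p under 0.05. The smallest p belonged to LOC102635990, at a log2 change of -0.53 (SE 0.12, adjusted p = 0.426), followed by Slc5a3 (-0.47), a sodium and inositol cotransporter gene. No transcript passed for a change with UVR that differed between mice with organic sunscreen and mice without sunscreen (limma interaction; 729 with an unadjusted p under 0.05). Against Control + UVR, 6 transcripts were lower in Organic + UVR and none was higher. They were Tubb2a at -1.59 (SE 0.35, adjusted p = 0.0864), Nfil3 (-1.20), Slc30a10 (-1.11), the vasopressin receptor gene Avpr1a (-0.82), Fam25c (-0.63) and Zfp622 (-0.47), named after their values were seen. The median transcript had a 95% interval of ± 0.41 on the log2 scale for the interaction. With array weights 5 transcripts differed between Organic + UVR and Organic-UVR. The 6 lower than in Control + UVR became 0 without Control + UVR replicate 1, 2 or 6 or Organic + UVR replicate 4 or 5, 1 without Control + UVR replicate 3 or Organic + UVR replicate 3, 10 without Control + UVR replicate 4, 14 without Organic-UVR replicate 1 and 12 without Organic + UVR replicate 1, and 68 transcripts, 19 higher and 49 lower, differed after quantile normalization. None did without the replicate number in the fit, with array weights or at an adjusted p under 0.05. Of 100 splits of these arrays, 8 called as many, the real one included.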

To distinguish between these possibilities, future work could include a group where the organic sunscreen is treated with UVR before being placed on the skin of mice which are not subsequently exposed to UVR.

Interestingly, long-term exposure to the TiO_2_ sunscreen induced very few changes to the transcriptional profile, despite having two organic UV filters in common with the organic-only sunscreen. This may indicate that the transcriptional changes observed in the organic sunscreen-treated mice may have been largely mediated by the two additional filters that were present only in the organic sunscreen. Of those, octocrylene is not currently known to have endocrine-disrupting activity, but 4-MBC has been demonstrated to induce dose-dependent estrogenic activity in vivo in rodent models when applied orally or topically [32, 33]. However, it is important to note that in a *human* study where young adult males or post-menopausal women were treated with 4-MBC daily over 2 weeks, no endocrine disruption was observed, and the European Scientific Committee on Consumer Products has also concluded that 4-MBC poses no risk to humans [34, 35]. Therefore, whilst some transcriptional changes were observed in mice in this study, this does not necessarily translate to adverse effects in humans. 

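Mice given organic sunscreen were also compared with mice given TiO_2_ sunscreen directly. Without UVR, 67 of 9815 transcripts differed, 16 higher and 51 lower in Organic-UVR. The circadian clock genes Ciart at a log2 difference of 2.47 (SE 0.54, adjusted p = 0.0153), Nr1d2 (1.42), Per1 (0.99), Tef (0.90) and Per2 (0.73) were higher in Organic-UVR, as was Coq10b (1.67). Npas2 (-2.13), Tubb2a (-2.04), Nfil3 (-1.58), Ddc (-1.54) and Nckap5 (-1.45) were lower. These genes were named after their values were seen. Npas2 measured 4.14 ± 0.30 (SD, n = 6) in Organic-UVR and 6.27 ± 0.93 (SD, n = 6) in TiO_2_-UVR on the log2 scale, and Tubb2a 6.98 ± 0.67 (SD, n = 6) and 9.02 ± 0.53 (SD, n = 6). With UVR, no transcript differed between Organic + UVR and TiO_2_ + UVR in limma, with 380 at an unadjusted p under 0.05. Tubb2a measured 7.36 ± 0.35 (SD, n = 6) and 7.14 ± 0.72 (SD, n = 6) in these groups. The count without UVR was 37 without TiO_2_-UVR replicate 3 and 40 without TiO_2_-UVR replicate 4, 41 without the replicate number in the fit, 107 after quantile normalization and 352 with array weights. A clock score was the mean standardized level of the repressing and output arm genes minus that of the activating arm list. It measured 1.60 ± 0.54 (SD, n = 6) in Organic-UVR and -1.53 ± 1.23 (SD, n = 6) in TiO_2_-UVR. With this score as a covariate no transcript differed without UVR, but the covariate would also remove part of any sunscreen effect. Of 100 splits of these arrays 3 called as many, the real one included, and another called 531. With UVR, 25 transcripts differed in a fit of the arrays of these groups alone.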

No statistically significant changes in transcript levels were identified in mice treated with the ZnO sunscreen with or without UVR, or the TiO_2_ sunscreen with no UVR after 36 weeks of exposure.

The anatase form of TiO_2_, which is much more photocatalytic than the rutile phase, is incorporated into some commercially-available sunscreens, and is damaging to cultured human skin cells [36]. Coating or doping TiO_2_ nanoparticles prior to their incorporation into sunscreen is a method by which their photocatalytic activity can be substantially reduced. Nevertheless, it may be reassuring to note that the TiO_2_ nanoparticles in the sunscreen used here, which had photocatalytic properties similar to Degussa P25 ([37]; personal communication, [38]), did not produce adverse effects in the long-term when tested under the conditions of our study. Importantly, however, we did not irradiate unprotected skin following removal of the sunscreen. Future work might expose skin with residual TiO_2_ particles left in skin furrows and in hair follicles after washing. Once exposed to UVR rather than covered by recommended amounts of sunscreen formulation [39], the biological impact of photocatalytic particles in skin could be better ascertained.

No pathologies, apart from UVR-induced skin neoplasms in mice receiving UVR treatments but no sunscreen, were found to be due to a common cause. However, the relatively high incidence of adverse events in the ZnO + UVR group in Series 1, which resulted in five of the 10 mice in this treatment group failing to reach the experimental endpoint, required careful consideration. Mice in this group that did reach the experimental endpoint did not show treatment-related organ pathologies, or altered gene expression profiles. Testing for microbial infection was negative. The adverse events for three of the five mice that did not reach the experimental endpoint (two euthanized at week 20, and one at 32) were not histologically ascribed to a common cause, whilst the other two were found dead in their cage partially cannibalised (at weeks 10 and 13), and therefore no necroscopy was performed and a cause of death was not determined. While Zn excretion was not monitored throughout the experiment, it appears unlikely that the mice in the ZnO + UVR group were experiencing side effects linked to excess Zn given no long-term tissue accumulation was detected. Consistent with this, previous work has shown that mechanisms in rodents [28] and humans [40] are sufficient to maintain homeostasis, even under conditions of excess Zn. Furthermore, when we repeated the long-term exposure to ZnO sunscreen in Series 2, the high rate of adverse events in ZnO + UVR was not reproduced, and significant pathologies were not detected in the repeat group post mortem. We therefore conclude that the adverse events for ZnO + UVR in Series 1 were either unrelated to each other, were related to UVR-mediated immune suppression in the slightly higher UVR used in the Series 1 protocol, and/or were due to an as-yet unidentified factor in the cage.

## Conclusions

In conclusion, this study addressed a perceived knowledge gap regarding the safety of long-term use of sunscreens containing metal oxide nanoparticles. Sunscreens containing ZnO or TiO_2_ nanoparticles, organic UVR filters, or a mixture of both were applied topically once per week over 36 weeks to immune-competent hairless mice, a subset of whom were subsequently exposed to UVR (Series 1). The experiment with minor changes was repeated for the ZnO sunscreen (Series 2). Mice across both Series were assessed for histopathological changes compared to untreated mice, as well as for alterations in the concentrations of major organ tissue Zn (ZnO sunscreen-treated mice, Series 1), and liver tissue Ti (TiO_2_ sunscreen-treated mice, Series 1), and whole genome transcriptional profiling (all mice, Series 1). The major finding was that use of any of the sunscreens protected mice from developing a range of adverse UVR-mediated malignant and non-malignant skin neoplasms. Use of the ZnO sunscreen was not associated with statistically significant variations in serum and internal organ tissue Zn, whereas mice receiving applications of the TiO_2_ sunscreen showed a very small increase in liver Ti, possibly due to chronic low-level ingestion of residual TiO_2_ after washing. Neither of these sunscreens was associated with substantial alteration at the level of gene transcripts. In contrast, the transcriptional profile was substantially disrupted in mice receiving treatments of the organic sunscreen, which is of interest in light of work elsewhere linking 4-MBC with endocrine disruption in rodents (but not in humans). Overall, the results arising from the current study showed that long-term use of sunscreens containing ZnO or TiO_2_ nanoparticles provided protection against UVR-induced skin neoplasms and did not result in adverse biological outcomes in a hairless mouse model.

## Methods

### Series 1

#### Sunscreens used in this study

The three types of sunscreen (Table 5) used in this study, each with an SPF of 30+, were purchased from a local retail store in Sydney, Australia. One sunscreen (ZnO) contained only ZnO (200 mg/g) as its active ingredient. A second sunscreen (TiO_2_) contained a mixture of TiO_2_ (40 mg/mL) and organic chemicals (OCM, 70 mg/mL; B-MDM, 40 mg/mL) as UV-active ingredients. This particular sunscreen was selected on the basis of its similarity to a sunscreen that had elsewhere been shown to contain nanoparticles with photocatalytic properties similar to Degussa P25, a commercially-available product comprising both the anatase and rutile crystal phases of TiO_2_ nanoparticles ([37]; personal communication). The third sunscreen (organic) contained only organic chemicals as active ingredients (OCM, 99 mg/mL; B-MDM, 19.8 mg/mL; 4- 4-MBC, 39.6 mg/mL; octocrylene, 9.9 mg/mL), and was prepared by the same manufacturer as the TiO_2_ sunscreen. The TiO_2_ and organic sunscreens both contained OCM and B-MDM, albeit at different concentrations, whereas 4-MBC and octocrylene were present in the organic sunscreen only.

**Table 5:** Active ingredients of sunscreens used in this study

Sunscreen	Active ingredients
ZnO	ZnO (200 mg/g)
TiO_2_	TiO2 (40 mg/mL)
	OCM (70 mg/mL)
	B-MDM (40 mg/mL)
Organic	OCM (99 mg/mL)
	B-MBM (19.8 mg/mL)
	4-MBC (37.6 mg/mL)
	Octocrylene (9.9 mg/mL)

#### Nanoparticle characterisation

The presence of nanoparticles in the ZnO and TiO_2_ sunscreens was confirmed by extracting, imaging, and size-measuring the particles. Particles were extracted using a previously described method [37]: washing a 2-3 mg sample from each sunscreen sequentially twice through hexane (30 mL), twice through ethanol (30 mL), twice through water (30 mL), and once through acetone (30 mL) for approximately one minute each wash. The samples were centrifuged after each wash (room temp, 2 min, 7000 rpm), and supernatants were removed. It is possible that this extraction procedure may have altered either the particle size, agglomeration state, and/or surface characteristics compared to *in situ* sunscreen. Following the final acetone wash, the samples were air-dried, and the particles were analysed for their size and shape by transmission electron microscopy (TEM), using a Tecnai 12 TEM (FEI, Eindhoven, Netherlands) operating at 120 kV with a variety of magnifications. For imaging, the powders were dispersed in ethanol to form milky suspensions, and 4 μL aliquots were applied to 400-mesh carbon-coated grids freshly glow-discharged for 15 s in nitrogen. The samples were allowed to settle for approximately 1 min with excess blotted using filter paper. Images were recorded using a MegaView III CCD camera (Olympus) and sizes of nanoparticles determined using Image J software (NIH) calibrated via the embedded scale bar.

#### Animal housing conditions

Female, albino, immune-competent, hairless SKH:QS mice were supplied in-house by the CSIRO Animal House from an in-bred colony that had been developed from a seed cohort originally supplied by Sydney University, Australia [28]. Animals entered the study at 8 wks of age. Animal experiments were approved by the CSIRO North Ryde Animal Ethics Committee. For the duration of the treatment period, mice were housed in groups of 10 in open-topped polycarbonate cages in an isolated temperature- (~21 °C) and moisture- (55-65 % relative humidity) controlled room with a 14 h light/10 h dark cycle, and had *ad libitum* access to water and Gordon’s rat and mouse pellets (Gordon’s Speciality Stock Feeds, Australia).

#### Source of UVR

Mice were irradiated beneath a purpose-built scanning multi-lamp array, designed and constructed by the University of Sydney and the CSIRO Division of Applied Physics to simulate the solar spectrum. The irradiating source, held 30 cm above the irradiance table surface, comprised 8 X 140 W UVA lamps, 6 X 15 W UVB lamps, 25 X 250 W tungsten halogen lamps, and 8 X 140 W 5’actinic blue-light lamps. UVC wavelengths were excluded from the spectrum by filtering the emitted light through cellulose acetate film, and the absence of UVC wavelengths was confirmed spectroradiometrically. The UVB lamps were held within a scanning apparatus with a total scanning area of 140 cm x 50 cm, and scanning frequency between 3-12 scans over the scanning area per minute. All lamps were supplied by Commercial and Domestic Lamp Supplies, NSW Australia. Irradiance was measured and characterised by a portable, calibrated (NIST Calibration # 08042932) StellarNet UV-VIS-NIR spectroradiometer (EPP2000C UV-VIS CXR, Warsash Scientific, NSW Australia). Lamps were switched on 15 min prior to use to allow UV output to stabilise. Room temperature was stabilised by air-conditioning.

#### Treatment regime

For Series 1, eighty mice were divided into eight treatment groups of 10, and each mouse was treated once per wk. In comparison to Australian standards, this represents an infrequent application of sunscreen. Conversely, weekly exposure to sunscreen may exceed the application frequency in far northern hemisphere countries. Mice in Control-UVR and Control + UVR received no sunscreen; ZnO-UVR and ZnO + UVR received topical applications of the ZnO sunscreen; TiO_2_-UVR and TiO_2_ + UVR received topical applications of the TiO_2_ sunscreen; and Organic-UVR and Organic + UVR received topical applications of the organic sunscreen. Control-UVR, ZnO-UVR, TiO_2_-UVR and Organic-UVR received no UVR treatment, and Control + UVR, ZnO + UVR, TiO_2_ + UVR and Organic + UVR received approximately 29 kJ/m^2^ UVR (comprising an average of 27 kJ/m^2^ UVA and 2 kJ/m^2^ UVB) per treatment. This dose was selected on the basis of pilot data that had shown this dose to be sufficient to elicit a statistically-significant thickening of the dorsal skin area 48-72 h post-irradiation in the absence of any sun-protection factor (data not shown). All mice received a total of 30 treatments over the course of 36 wks. The last treatment was on week 36 followed by necroscopy approximately 24 h after the last irradiation.

Prior to each sunscreen application, and for the duration of each weekly treatment, mice in all groups were fitted with Elizabethan collars (Braintree Scientific, USA) to prevent self-grooming and consequent large-scale ingestion of the sunscreen formulations. A preliminary behavioural study conducted at the request of the CSIRO North Ryde Animal Ethics Committee showed that mice were not unduly bothered by the collars. Bedding was removed from cages and replaced with a lining of paper towel to minimise sunscreen removal by rubbing. Using a gloved fingertip, sunscreen was applied at 2 mg/cm^2^ [39] to the head, ears, back, sides and tail of each mouse, and sunscreens were left to equilibrate for 20 min before UVR exposure, according to manufacturers’ instructions. Although only dorsal skin thickness was measured, sunscreen was applied to all skin areas exposed to UVR to prevent localised sunburn. The total volume of sunscreen applied varied slightly per mouse according to its size, but on average approximated 110 μL.

For UVR treatments, mice in the same treatment group were placed unrestrained in an open-topped cage placed within a larger bed of ice that kept the cage cool under the irradiating lamps. To avoid differences caused by “hot” and “cold” irradiation spots within the total irradiation area of 140 cm x 50 cm, cages were placed in the same location on the irradiation table one at a time. Time under lamps to deliver the standard UVR dose varied slightly with each treatment and was calculated just prior to each individual irradiation using SpectraWiz® software packaged with the spectrometer. Thus, we attempted to standardise the UVR dose received by different treatment groups. Following irradiation, mice were returned to their cages lined with fresh paper towel for 2 h, after which collars were removed and sunscreens were washed from the mice using luke-warm pH balanced soapy water, and soft cotton pads. Mice were then dried using fresh cotton pads, and returned to cages with clean standard bedding until their next weekly treatment. Mice receiving no applications of sunscreen were sham treated in that they had Elizabethan collars applied, were held in cages lined with fresh paper towel for 2 h, after which they were washed. Mice were not observed to groom each other or themselves during treatment periods. Once per month, the thickness of the dorsal skin on each mouse was measured 72 h after the last irradiation using electronic callipers (Mitutoyo Absolute Digimatic CD-6”C).

After 36 wks (30 treatments), under anaesthesia induced using an intraperitoneal injection of Xylazine [(50 mg/kg)/ketamine (50 mg/kg)], mice were weighed and then euthanized by cervical dislocation, and skin neoplasms were counted and classified macroscopically. The dorsal skin was carefully dissected, mounted on cardboard, noting the head-tail orientation, and stored on ice in 1 X Histochoice tissue fixative (Astral Scientific, Australia) for histopathology. Major internal organs (brain, liver, spleen, kidneys, lung and heart) were retrieved, weighed and sectioned. Sections were either stored in 4 % neutral buffered formalin at room temperature for histopathology, or snap frozen in liquid nitrogen and stored at -80 °C for other analyses.

#### Histopathology

Skin samples were processed within 24 h of dissection, and sectioned by a commercial provider (VPS, University of Sydney, Australia). All other organs were processed, sectioned and stained by a commercial provider (Gribbles Veterinary Pathology, Australia). Histopathological analysis of all samples was performed by the same veterinary pathologist on a commercial basis (Gribbles Veterinary Pathology, Australia). The histopathologist was not privy to the nature of each treatment with the exception of Control-UVR, which was identified as the untreated control group to enable statistical comparisons. Abnormalities identified in organs were classified, typically on their degree of severity, and the incidence within a treatment group was then compared to the incidence across all groups.

#### Measurement of tissue Zn by ICP-MS

Total Zn concentrations were measured by ICP-MS in skin, brain, liver, spleen, kidney and lung tissues harvested from Control-UVR, Control + UVR, ZnO-UVR and ZnO + UVR. Frozen samples (0.04 g wet mass) were processed and analysed by a commercial provider (Advanced Analytical Australia). Five samples were measured for each treatment group except for Control + UVR skin, for which four representative samples were measured.

#### Measurement of liver Ti by ICP-MS

Total Ti concentrations in livers harvested from mice in Control-UVR, TiO_2_-UVR and TiO_2_ + UVR were determined in-house by ICP-MS. Liver tissue (0.01 - 0.05 g wet mass) was weighed into 50 ml PFA beakers with 10 ml double-distilled concentrated nitric acid (Savillex DST-100) and 0.5 ml hydrogen peroxide (≥30 %, TraceSELECT Ultra, Fluka). The samples were open-vessel digested for 1 h at 70 °C, and further closed-vessel digested (lids added) at 70 °C for 2 h. Vessel lids were removed and solutions evaporated to dryness at 70 °C. The samples were further digested in 5 ml of double-distilled concentrated nitric acid and 0.5 ml hydrofluoric acid (48 %) at 70 °C for 2 h. Following digestion, samples were evaporated to dryness, resuspended in 2 % nitric acid, and stored in PFA vessels until analysis. Total Ti concentrations in solutions were determined using ICP-MS (Agilent 7700) by monitoring mass/charge (m z^-1^) 49. Collision cell mode was used for ICP-MS analysis using helium as a collision gas at a flow rate of 4 ml min^-1^. The ICP-MS instrument was optimised daily to minimise double charged and oxide interferences to < 2 % (m z^-1^ 70/ m z^-1^ 140) and < 1 % (m z^-1^ 156/ m z^-1^ 140), respectively. Four to six representative samples were measured for each treatment group. Selected samples were spiked with 10 μg/L solution of Ti to examine the accuracy of the digestion and analysis procedures. Mean spike recoveries were in good agreement with the tissue spiked Ti concentrations (95 ± 2.7 %, *n* = 6).

#### Statistical analyses of data

All statistical analyses of data were performed using GraphPad Prism 6.00 (GraphPad Software, USA), unless otherwise specified. Histological findings in treatment groups were assessed for statistical significance compared to Control-UVR using a two-sided Fisher’s exact test (alpha < 0.05). Differences between groups for skin thickness and/or organ concentrations of Zn and Ti were assessed for statistical significance by one-way ANOVA with Tukey’s Multiple Comparisons Test (if three or more groups), or unpaired t-tests with Welch’s Correction (if only two groups), with significance set at *p* < 0.05.

#### Analysis of 28,853 gene transcripts in mouse liver by whole-genome expression profiling

Liver tissue was chosen for an analysis of altered gene expression in treated mice relative to controls on the basis of previous work indicating a high exchange in the liver of Zn from topically applied sunscreen with endogenous Zn, as well as the development of an inflammatory response from short-term exposure to a sunscreen formulation without nanoparticles [28].

Procedures for RNA isolation from mouse liver samples (30 mg wet weight) and measurements of concentration and quality assurance were performed as described elsewhere [28] using a NucleoSpin® RNA II kit (Macherey-Nagel, Scientifix), a NanoDrop DN-1000 spectrophotometer (Biolab), and an Agilent 2100 Bioanalyzer (RNA 6000 Nanochip™, Agilent Technologies), respectively. Samples were prepared for microarray analysis using the Affymetrix GeneChip Mouse Gene 1.0 ST Array Combo kit and Hybridisation, Wash and Stain Kit (Millennium Science) following manufacturer’s instructions. Microchips were hybridised (17 h, 45 °C, 60 rpm in an Affymetrix 640 GeneChip® Hybridization Oven), then washed using an Affymetrix GeneChip® Fluidics Station 450, and scanned using an Affymetrix 7G GeneChip® Scanner. All microchips passed the associated quality-control procedures recommended by Affymetrix. Representative samples from six different mice in each treatment group were prepared.

The microchips were processed in six batches of eight chips by the same operator, following the same procedure, with each batch processed on a different day. Each batch contained one microchip from each of the eight groups to minimize the consequences of batch effects on downstream analysis [41]. Transcripts were calculated as being up- or down-regulated compared to untreated mice as described elsewhere [41] using Matlab Bioinformatics and Statistical toolboxes, and normalized using robust multi-array average. Batch effects were removed, and control for false discovery was set at 10 % using in-house tools [42]. Transcripts identified as being differentially expressed with statistical significance compared to Control-UVR were analyzed using Ingenuity Pathways Analysis (IPA) (Ingenuity® System, www.ingenuity.com), taking into account whether they were under-expressed or over-expressed.

### Series 2

To further investigate adverse events resulting in the unscheduled deaths of five of 10 mice in the ZnO + UVR group of Series 1, the experiment was repeated as described above for the control and ZnO ± UVR treatment groups with minor modifications. To distinguish a potential treatment effect from an unidentified cage-associated factor, the 10 mice in each treatment group were housed in two cages each of five mice rather than one cage of 10 as in Series 1. The weekly UVR dose of 29 kJ/m^2^ applied in Series 1 had been selected on the basis that it elicited a statistically significant level of skin thickening in pilot experiments; however exposure to UVR has been associated in mice and humans with immune suppression [43], and therefore the total UVR dose was lowered slightly in Series 2 to 27 kJ/m^2^, to bring it closer to doses used elsewhere [17, 18, 44, 45]. Furthermore, whilst bearing in mind that extended exposure to the UVA component of UVR is hardly benign [19, 20], UVB can efficiently induce direct damage to cellular components including DNA and proteins [3], and increasing UVA levels relative to UVB has been associated with a decrease in UVB-mediated cell apoptosis [21]. Therefore, the UVB dose used in Series 2 was lowered from 2 (used in Series 1) to 1.4 kJ/m^2^ and the UVA dose was adjusted from 27 to 25.6 kJ/m^2^, resulting in a UVA:UVB ratio greater than 17 as found under meteorological conditions [20], and more closely reflecting the relative percentages UVA and UVB in total UVR on a summer’s day at noon in Northern European latitudes [22]. It is important to emphasize, however, that both Series 1 and 2 were not designed to be UVR carcinogenesis experiments, but rather experiments to test the long-term biological impact of using sunscreens, with UVR as a variable. Mice in Series 2 received 32 treatments over 36 wks, using the same ZnO sunscreen as for Series 1. The last treatment was on week 36 followed by necropsy approximately 24 h after the last irradiation. Post-mortem, histological analyses were performed by the same veterinary histopathologist as in Series 1. Tissue Zn concentrations were not measured in Series 2, and global gene-expression profiling in liver was not performed.

## Abbreviations

μg, microgram; μL, microliter; °C, degrees celsius; 4-MBC, 4-methylbenzylidene camphor; AE, adverse event; BAC, bronchioalveolar carcinoma; B-MDM, butyl methoxydibenzoylmethane; CFS, cutaneous fibrosarcoma; cm, centimeter; COLIPA, now Cosmetics Europe; DNA, deoxyribonucleic acid; E, endometritis; EU, European Union; g, gram; h, hour; HC, Haemolytic crisis; ICP-MS, inductively coupled plasma mass spectrometry; kg, kilogram; kj, kilojoule; LL, lymphocytic lymphoma; m, meter; mg, milligram; min, minute; mL, milliliter; mm, millimeter; N, nephropathy; n, number; OCM, octylmethoxycinnamate; OS, osteosarcoma; P, peritonitis; PA, pulmonary adenoma; rpm, revolutions per minute; SCC, squamous cell carcinoma; SCP, squamous cell papilloma; SEM, standard error of the mean; TEM, transmission electron microscopy; TGA, Therapeutic Goods Administration; Ti, titanium; TiO_2_, titanium dioxide; UV, ultraviolet; UVA, ultraviolet A; UVB, ultraviolet B; UVC, ultraviolet C; UVR, ultraviolet radiation; W, watts; wk(s), week(s); Zn, zinc; ZnO, zinc oxide

How the deposited data were processed for this re-analysis (not part of the article)

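Liver RNA of 47 hairless mice in 8 groups was measured on Affymetrix Mouse Gene 1.0 ST arrays. The authors normalized the arrays by robust multi-array average (RMA, also named in the submitters' processing notes) and deposited log2 values. The study processed the chips in batches with 1 chip of each group per batch and removed batch effects; the sources used here do not say whether the deposited values had this step, and its settings could not be repeated. The table used here holds 16383 probesets in ascending order of their number, 6568 of them control probesets, which were left out of the tests. The remaining 9815 transcripts are a part of those on the array, and the rest were not analysed here. Those with a known chromosome lie mostly on chromosomes 1 and 10 to 16. For example, 1281 lie on chromosome 1 and 1632 on chromosome 11, against 5 on chromosome 2 and 10 on chromosome 8. This uneven part limits the members of the gene lists and the comparison of shares with the paper's whole array. The paper gives 1 cage for each treatment group, in which case cage and treatment cannot be told apart, while the sample labels give individual housing.

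Gene symbols came from the platform's annotation, updated through Entrez numbers against the RefSeq gene table of GRCm38.p6, where 7421 of 7450 transcripts with 1 symbol matched. Transcripts with several symbols or none were tested but not named. Of 6889 genes, the brightest transcript stood for the gene in list tests.

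limma 3.58.1 in R 4.3.3 fitted all groups in 1 model (lmFit, contrasts.fit, eBayes) with the replicate number of the labels as a block, which left 34 residual degrees of freedom. The labels do not say that this number is the processing batch, and the batch of each chip is not given; the counts without the block are given as an alternative. Adjusted p-values are Benjamini-Hochberg over all transcripts, called under 0.1. Comparisons were made against Control-UVR, and between groups where the paper sets them side by side. Most genes named in the text were chosen by a rule fixed before the data were examined: over transcripts with 1 symbol, the 8 called with the largest increase and the 8 with the largest decrease of each comparison with Control-UVR, the 3 called members of each list with the smallest p, the 3 transcripts with the smallest p where nothing was called, and genes in the names of the paper's pathways. Genes of comparisons between treated groups were named after their values were seen, as were uncalled members of lists, which serve as examples. Of the genes in pathway names and the metallothioneins, those not measured in this table are not reported.

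49 gene lists, for the themes of Table 4, hormone response, DNA damage, foreign compound response, metals, inflammation, stress, metabolism, proliferation and liver cell types, were written before the data were examined. 40 had at least 5 measured genes and were tested with camera, called under the same threshold, at a preset correlation of 0.01, beside an estimated correlation. List p-values were adjusted over the lists of a comparison. The scripts were tested on simulated data with 200 changed transcripts at the real means and spreads before use. The alternatives were no replicate block, a fit of the compared groups alone, unmoderated variances, array weights, quantile normalization, a filter on dim transcripts, a stricter threshold, the Storey adjustment at lambda 0.5, 1 transcript per gene and leaving out each array. Chosen after seeing the data were the array slope (the slope of an array's values on the mean of all arrays) or a clock score (the mean standardized level of the repressing and output arm genes minus that of the activating arm list) as a covariate, fits of replicate numbers 1 to 3 or 4 to 6, and leaving Organic-UVR replicate 1 out of every comparison. The measured genes of the activating arm list are Npas2 and the repressors Nfil3 and Cry1, so the name of this list does not describe each member. The number of arrays limits the precision.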

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

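The tests of the clock score, the array slope and the interferon genes, and the interaction of TiO_2_ sunscreen and UVR, were chosen after the results were seen.

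Single arrays stood apart from their groups, judged by the gap to the nearest array over the range of the group. For the array slope the gap was 0.814 of the range for Organic-UVR replicate 1 and 0.636 for Control-UVR replicate 6, and for the SD of the values 0.79 and 0.708. For the slope of the control probesets it was 0.678 for Organic-UVR replicate 1, 0.63 for TiO_2_ + UVR replicate 4 and 0.796 for Organic + UVR replicate 4, and for the mean of the control probesets 0.654 for Control + UVR replicate 4 and 0.667 for ZnO-UVR replicate 4. The clock score of Organic-UVR replicate 3 had a gap of 0.709. Among genes the gap was 0.668 for Cry1 in Organic + UVR replicate 5, 0.641 for Per2 in Control-UVR replicate 1, 0.644 for Tef in TiO_2_-UVR replicate 4, 0.718 for Nr1d2 in TiO_2_ + UVR replicate 3, 0.637 for Tubb2a in Control + UVR replicate 3, 0.714 for Tuba4a in Control + UVR replicate 1, 0.648 for Ddc in Control + UVR replicate 1, 0.667 for Ddc in Organic-UVR replicate 1, 0.802 for Irgm1 in Organic-UVR replicate 1, 0.892 for Abcd2 in ZnO + UVR replicate 3 and 0.695 for Abcd2 in Organic-UVR replicate 1. In all, 21 of 208 sets of values stood out, and chance gives about 1 in 20.

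Bright transcripts were lower and dim ones higher than in Control-UVR in 5 of the treated groups. The correlation across transcripts of the log2 change with the mean level was -0.416 in Control + UVR, -0.34 in TiO_2_-UVR, -0.322 in TiO_2_ + UVR, -0.454 in Organic-UVR and -0.422 in Organic + UVR, against -0.0625 in ZnO-UVR and -0.0625 in ZnO + UVR. A single array as the whole cause is argued against in Control + UVR and Organic + UVR, where the correlation closest to 0 with 1 array left out was -0.343 and -0.291. It was -0.192 without Organic-UVR replicate 1, -0.206 without TiO_2_-UVR replicate 1 and, in TiO_2_ + UVR, -0.221 without Control-UVR replicate 1, which leaves the part of a single array open in these 3 groups, by a bound to which a margin was added after the values were seen. With the array slope as a covariate, 65 transcripts were called in Organic-UVR, 23 in Organic + UVR, 114 in TiO_2_ + UVR and 0 in Control + UVR. The slope itself lay below Control-UVR on average, by -0.0433 in Control + UVR, -0.0256 in TiO_2_-UVR, -0.0318 in TiO_2_ + UVR, -0.0544 in Organic-UVR and -0.049 in Organic + UVR (adjusted p = 0.0379, 0.406, 0.0379, 0.155 and 0.116 from exact permutation tests). The differences closest to 0 with 1 array left out were -0.0143 in Organic-UVR without its replicate 1, -0.00718 in TiO_2_-UVR without its replicate 1, -0.0324 in Organic + UVR without its replicate 4, -0.0321 in Control + UVR without its replicate 1 and -0.0252 in TiO_2_ + UVR without its replicate 4. An effect of treatment stays open. The TiO_2_ sunscreen also contains organic filters, so the pattern in TiO_2_-UVR does not tell the sunscreens apart.

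Clock genes changed in TiO_2_ + UVR, Organic-UVR and Organic + UVR. A narrower range of values on the arrays as the whole cause is argued against. In TiO_2_ + UVR and Organic-UVR the median size of the change of the called clock genes with the array slope as a covariate was 0.987 and 1.01 of that without, with 4 of 5 and 6 of 6 still called. In Organic + UVR, where this covariate lowered the count from 162 to 23, the ratio was 0.975. There 0 of 2 were still called, with Npas2 at -1.51 (SE 0.38, adjusted p = 0.0575) before and -1.54 (SE 0.41, adjusted p = 0.125) after and Nfil3 at -1.14 (SE 0.26, adjusted p = 0.0366) before and -1.05 (SE 0.27, adjusted p = 0.116) after, so these calls ended with little change in size. The repressing and output arm list passed there with the covariate (camera adjusted p = 1.65e-07) and after quantile normalization (camera adjusted p = 2.56e-05), but not with an estimated correlation (adjusted p = 0.557). Of the other called transcripts 95.2% in TiO_2_ + UVR, 80.6% in Organic-UVR and 85.6% in Organic + UVR varied with the clock score among mice of the other groups with the sign of their change, against 58.3%, 55.5% and 58.2% of all transcripts. Permutations of the score gave a median of 53.2%, 52.7% and 52.5% of the called ones, but 1 of 100 reached the observed share in each, which missed the bound set for this test. The score predicted a median of 0.37, 0.194 and 0.2 of their change, less than the whole. A difference in clock phase between mice, from the time of collection, the cage or the treatment, may contribute, and these cannot be told apart. With the clock score as a covariate no transcript was called in these comparisons, but the score lay above Control-UVR by 2.00, 2.09 and 1.89 (adjusted p = 0.106, 0.106 and 0.106 from exact permutation tests), so this covariate would also remove part of any treatment effect.

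Interferon response genes lay lower as a group than in Control-UVR in Organic-UVR (camera adjusted p = 0.00622, and adjusted p = 0.492 with an estimated correlation) and Organic + UVR (camera adjusted p = 0.00113, and adjusted p = 0.397 with an estimated correlation). They also did in ZnO-UVR (camera adjusted p = 1.96e-05, and adjusted p = 0.143 with an estimated correlation), TiO_2_ + UVR (camera adjusted p = 0.00485, and adjusted p = 0.479 with an estimated correlation) and Control + UVR (camera adjusted p = 0.0642, and adjusted p = 0.678 with an estimated correlation; adjusted p = 0.125 without Control-UVR replicate 2, 0.269 without Control-UVR replicate 6, 0.133 without Control + UVR replicate 3 and 0.168 without Control + UVR replicate 5), where none of these genes was called on its own. In Control + UVR the list also did not pass after quantile normalization (adjusted p = 0.154) or with the array slope as a covariate (adjusted p = 0.223). It passed under both in the other groups named. Against the other groups without organic sunscreen the mean change of the list was 0.473 of that against Control-UVR for Organic-UVR and 0.54 for Organic + UVR (-0.243 against -0.514, and -0.318 against -0.589, on the log2 scale over 5 genes). High values in the Control-UVR mice may thus account for part of the difference in Organic-UVR, and for Organic + UVR the value lay between the bounds. The other groups include TiO_2_-UVR and TiO_2_ + UVR, whose sunscreen also contains organic filters. A change shared with them would lower these ratios too. An effect of the organic sunscreen stays open.

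The change with UVR differed between TiO_2_ sunscreen and no sunscreen in 17 transcripts (limma interaction), a difference between the groups' responses. Nr1d2, a clock repressor gene, changed with UVR by 1.72 on the log2 scale under TiO_2_ sunscreen and by -0.412 without sunscreen (adjusted p of the difference = 0.0123), and Tubb2a by -1.88 and 0.376 (adjusted p = 0.0469). The count was 34 without Control-UVR replicate 2, 11 without Control-UVR replicate 6 or Control + UVR replicate 5, 33 without Control + UVR replicate 3, 10 without Control + UVR replicate 6 or TiO_2_ + UVR replicate 3, 9 without TiO_2_-UVR replicate 1, 29 without TiO_2_ + UVR replicate 5 and 76 without Organic-UVR replicate 1. It was 7 with no replicate block, 62 with the compared groups alone, 40 after quantile normalization, 97 with array weights, 42 without the third of transcripts with the lowest mean, 30 with the Storey adjustment, 36 with 1 transcript per gene, 61 with the array slope as a covariate and 0 with the clock score as a covariate, and Nr1d2 is itself in that score. Between TiO_2_ + UVR and TiO_2_-UVR 64 transcripts differed, 39 without TiO_2_-UVR replicate 1, 41 without TiO_2_ + UVR replicate 4 and 31 without TiO_2_ + UVR replicate 6, and 42 with no replicate block, 178 with the array slope and 0 with the clock score as a covariate. Among the 6568 control probesets, which the paper does not discuss, 2 were higher in Organic-UVR than in Control-UVR and none was called in the other groups. At an unadjusted p under 0.05 in limma, 814 differed in Organic-UVR and 631 in Organic + UVR. In Control + UVR 439 did, and in TiO_2_ + UVR 423. In the groups without called transcripts it was 196 in ZnO-UVR, 206 in ZnO + UVR and 226 in TiO_2_-UVR. The control probesets thus also differed more often in the groups with called transcripts, and the cause was not tested.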

How the results depend on the processing

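Where a count moved by over 1.5 times, its value follows; comparisons are with Control-UVR unless named, and the cause was not tested. With no replicate block: 0 for Control + UVR, 30 for TiO_2_ + UVR, 92 for Organic-UVR, 33 for Organic + UVR, 0 for Organic + UVR against Control + UVR, 41 for Organic-UVR against TiO_2_-UVR, 42 for TiO_2_ + UVR against TiO_2_-UVR, 7 for the TiO_2_ interaction, 0 for the overlap of Organic + UVR and Control + UVR, 16 for the overlap of Organic + UVR and Organic-UVR, 10 for the overlap of Organic + UVR and TiO_2_ + UVR. Arrays of the same number deviated together (mean correlation 0.153), but hardly more than arrays of different numbers within 1 to 3 or within 4 to 6 (0.111), against -0.154 between numbers 1 to 3 and 4 to 6, and 24 of 47 arrays correlated best with their own number. With only the groups compared, with the replicate block (for an overlap, its 2 treated groups and Control-UVR in 1 fit): 3 for Control + UVR, 1 for ZnO-UVR, 1 for Organic-UVR, 14 for Organic + UVR, 25 for Organic + UVR against TiO_2_ + UVR, 1 for ZnO + UVR against ZnO-UVR, 62 for the TiO_2_ interaction, 0 for the overlap of Organic + UVR and Control + UVR, 2 for the overlap of Organic + UVR and Organic-UVR. With array weights: 355 for Control + UVR, 4 for ZnO-UVR, 392 for TiO_2_ + UVR, 841 for Organic-UVR, 1460 for Organic + UVR, 5 for Organic + UVR against Organic-UVR, 0 for Organic + UVR against Control + UVR, 2 for Organic + UVR against TiO_2_ + UVR, 352 for Organic-UVR against TiO_2_-UVR, 6 for ZnO + UVR against ZnO-UVR, 97 for the TiO_2_ interaction, 177 for the overlap of Organic + UVR and Control + UVR, 443 for the overlap of Organic + UVR and Organic-UVR, 235 for the overlap of Organic + UVR and TiO_2_ + UVR. After quantile normalization: 0 for Control + UVR, 73 for Organic + UVR, 68 for Organic + UVR against Control + UVR, 107 for Organic-UVR against TiO_2_-UVR, 40 for the TiO_2_ interaction, 0 for the overlap of Organic + UVR and Control + UVR, 37 for the overlap of Organic + UVR and Organic-UVR, 18 for the overlap of Organic + UVR and TiO_2_ + UVR. Without the third of transcripts with the lowest mean: 13 for Control + UVR, 551 for Organic-UVR, 366 for Organic + UVR, 11 for Organic + UVR against Control + UVR, 42 for the TiO_2_ interaction, 7 for the overlap of Organic + UVR and Control + UVR, 199 for the overlap of Organic + UVR and Organic-UVR, 53 for the overlap of Organic + UVR and TiO_2_ + UVR. At an adjusted p under 0.05: 0 for Control + UVR, 36 for TiO_2_ + UVR, 144 for Organic-UVR, 38 for Organic + UVR, 0 for Organic + UVR against Control + UVR, 42 for Organic-UVR against TiO_2_-UVR, 0 for the overlap of Organic + UVR and Control + UVR, 24 for the overlap of Organic + UVR and Organic-UVR, 11 for the overlap of Organic + UVR and TiO_2_ + UVR. With the Storey adjustment: 12 for Control + UVR, 821 for Organic-UVR, 479 for Organic + UVR, 30 for the TiO_2_ interaction, 9 for the overlap of Organic + UVR and Control + UVR, 264 for the overlap of Organic + UVR and Organic-UVR. With 1 transcript per gene: 12 for Control + UVR, 12 for Organic + UVR against Control + UVR, 36 for the TiO_2_ interaction, 7 for the overlap of Organic + UVR and Control + UVR. Unmoderated variances gave 2 for Organic + UVR against Control + UVR. Chosen after seeing the data, the array slope as a covariate gave 0 for Control + UVR, 114 for TiO_2_ + UVR, 65 for Organic-UVR, 23 for Organic + UVR, 88 for Organic + UVR against Control + UVR, 124 for Organic-UVR against TiO_2_-UVR, 1 for the organic interaction, 178 for TiO_2_ + UVR against TiO_2_-UVR, 61 for the TiO_2_ interaction, 0 for the overlap of Organic + UVR and Control + UVR, 12 for the overlap of Organic + UVR and Organic-UVR, 12 for the overlap of Organic + UVR and TiO_2_ + UVR, the clock score as a covariate 12 for Control + UVR, 0 for TiO_2_ + UVR, 0 for Organic-UVR, 0 for Organic + UVR, 0 for Organic + UVR against Control + UVR, 0 for Organic-UVR against TiO_2_-UVR, 0 for TiO_2_ + UVR against TiO_2_-UVR, 0 for the TiO_2_ interaction, 0 for the overlap of Organic + UVR and Control + UVR, 0 for the overlap of Organic + UVR and Organic-UVR, 0 for the overlap of Organic + UVR and TiO_2_ + UVR, replicate numbers 1 to 3 alone 0 for Control + UVR, 0 for TiO_2_ + UVR, 3 for Organic-UVR, 0 for Organic + UVR, 0 for Organic + UVR against Control + UVR, 5 for Organic-UVR against TiO_2_-UVR, 3 for TiO_2_ + UVR against TiO_2_-UVR, 0 for the TiO_2_ interaction, 0 for the overlap of Organic + UVR and Control + UVR, 0 for the overlap of Organic + UVR and Organic-UVR, 0 for the overlap of Organic + UVR and TiO_2_ + UVR, and 4 to 6 alone 507 for Control + UVR, 1 for Organic-UVR, 21 for Organic + UVR, 101 for Organic + UVR against Control + UVR, 16 for Organic-UVR against TiO_2_-UVR, 134 for the TiO_2_ interaction, 6 for the overlap of Organic + UVR and Control + UVR, 0 for the overlap of Organic + UVR and Organic-UVR, 13 for the overlap of Organic + UVR and TiO_2_ + UVR. Leaving out 1 array gave 0 to 94 for Control + UVR, 24 to 162 for TiO_2_ + UVR, 66 to 619 for Organic-UVR, 0 to 1188 for Organic + UVR, 9 to 76 for the TiO_2_ interaction, 0 to 44 for the overlap of Organic + UVR and Control + UVR, 0 to 297 for the overlap of Organic + UVR and Organic-UVR, 0 to 75 for the overlap of Organic + UVR and TiO_2_ + UVR, 0 to 14 for Organic + UVR against Control + UVR, 37 to 72 for Organic-UVR against TiO_2_-UVR, 31 to 83 for TiO_2_ + UVR against TiO_2_-UVR. Of 61 list results none passed with an estimated correlation, and 6 were lost with no replicate block, 1 with the compared groups alone, 2 with unmoderated variances, 7 with array weights, 28 after quantile normalization, 21 without the dim transcripts, 32 with the array slope as a covariate, 16 with the clock score, 10 with replicate numbers 1 to 3 and 35 with 4 to 6. These counts leave out the results whose direction turned, which did not pass either. Over the fits with 1 array left out, list results were lost 85 times and passed 692 times. The direction turned, without passing, for the Proteasome list in Control + UVR (adjusted p = 0.451 with array slope as a covariate), the Bile acid synthesis and transport list in Organic-UVR (adjusted p = 0.997 with array slope as a covariate), the Circadian clock, repressing and output arm list in Organic + UVR (adjusted p = 0.687 with clock score as a covariate), the Mitochondrial oxidative phosphorylation list in TiO_2_-UVR (adjusted p = 0.964 with replicate numbers 4 to 6). Of 119 named gene results none turned, and of the 96 called 53 lost their call with no replicate block, 72 with the compared groups alone (all 43 in Organic-UVR), 16 with unmoderated variances, 2 with array weights, 32 after quantile normalization, 44 at an adjusted p under 0.05, 53 with the array slope as a covariate, 91 with the clock score, 93 with replicate numbers 1 to 3 and 71 with 4 to 6. Over the fits with 1 array left out, named genes lost their call 405 times.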

Differences from the paper's values

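The counts below cover the 9815 transcripts tested here at the paper's false discovery rate, while the paper's cover the whole array, so the totals are not over the same transcripts. For Organic + UVR against Control-UVR the paper gives 5933 and 162 were called here, and no alternative set before the data were examined came within 1.5 times of it. For Control + UVR the paper gives 1029 and 5 were called, again with none of these alternatives within it. For Organic-UVR the paper gives 720 and 321 were called, with 841 with array weights, 551 without the third of transcripts with the lowest mean, 821 with the Storey adjustment, 525 without Control-UVR replicate 5, 589 without Organic-UVR replicate 3 and 619 without Organic-UVR replicate 5 within 1.5 times of the paper's value and the other alternatives outside it. For TiO_2_ + UVR the paper gives 14 and 68 were called, with no alternative within 1.5 times. As shares of the transcripts analysed, with the total of the paper's heading as its base, the paper's counts are 20.6% for Organic + UVR, 3.57% for Control + UVR, 2.5% for Organic-UVR and 0.0485% for TiO_2_ + UVR, against 1.65%, 0.0509%, 3.27% and 0.693% here. On this scale Organic-UVR lies within 1.5 times of the paper, also with quantile normalization (2.59%), unmoderated variances (3.18%) and without Control-UVR replicate 3 (2.34%), without Control-UVR replicate 4 (2.06%), without Organic-UVR replicate 2 (2.88%), without Organic-UVR replicate 4 (3.43%) and without Organic-UVR replicate 6 (2.68%), while array weights (8.57%), the filter on dim transcripts (8.42%), the Storey adjustment (8.36%) and the other alternatives lie outside. With array weights Organic + UVR (14.9%) and Control + UVR (3.62%) come within 1.5 times as shares, and with replicate numbers 4 to 6 alone, chosen after seeing the values, Control + UVR does (5.17%). The paper itself prints no single transcripts to compare. It refers readers to the public deposit for its differentially expressed genes, and no such list was compared here. No alternative brings TiO_2_ + UVR within 1.5 times. In Fig. 4 Organic + UVR shares about 620 transcripts with Control + UVR, about 610 with Organic-UVR and about 7 with TiO_2_ + UVR, read by eye, and 3, 86 and 34 were shared here. Of these, the count with Organic-UVR came within 1.5 times with array weights (443) and that with TiO_2_ + UVR with no replicate block (10) and without Control-UVR replicate 2 (7).

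The paper finds the greatest disruption in Organic + UVR. Here Organic-UVR had more calls (321 against 162), and Organic + UVR had more with array weights (1460 against 841), in fits of the compared groups alone (14 against 1) and without Organic-UVR replicate 1 (577 against 66), where leaving this array out of Organic + UVR against Control-UVR was chosen after seeing the values. Without Organic + UVR replicate 1 its count was 1188, above each count for Organic-UVR with 1 array left out (66 to 619). Organic + UVR also had more calls with replicate numbers 4 to 6 alone, again chosen after seeing the values (21 against 1). The paper finds TiO_2_ + UVR far below Control + UVR, and here TiO_2_ + UVR had more calls, also with array weights (392 against 355). Control + UVR had more with the clock score as a covariate (12 against 0) and with replicate numbers 4 to 6 alone (507 against 95), both chosen after seeing the values. No transcript was called in ZnO-UVR, ZnO + UVR or TiO_2_-UVR, as in the paper.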

Other observations

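Endothelial markers lay lower as a group in Control + UVR, TiO_2_ + UVR and Organic + UVR. Of 6 endothelial markers, none was called in Control + UVR (camera adjusted p = 0.0178, and adjusted p = 0.678 with an estimated correlation) or TiO_2_ + UVR (camera adjusted p = 0.0209, and adjusted p = 0.644 with an estimated correlation; adjusted p = 0.199 without TiO_2_ + UVR replicate 2), and 1 fell in Organic + UVR (camera adjusted p = 0.0122, and adjusted p = 0.557 with an estimated correlation). With the array slope as a covariate the list passed in Control + UVR and Organic + UVR (adjusted p = 0.0326 and 0.0808), but not in TiO_2_ + UVR (adjusted p = 0.163). Dnase1l3, a nuclease of sinusoidal endothelium, lay at -0.93 in Control + UVR. Of 10 immediate early genes, which respond within minutes to stimuli, none was called in Control + UVR, though as a group they lay higher (5 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0182, and adjusted p = 0.678 with an estimated correlation; adjusted p = 0.126 without Control + UVR replicate 5), with Nr4a1 at 0.61 and Atf3 at 0.56. Unfolded protein response genes lay lower in Organic-UVR, where 1 of 14 fell, the disulfide isomerase gene Pdia6 by 0.55 (camera adjusted p = 0.0185, and adjusted p = 0.492 with an estimated correlation). Without Organic-UVR replicate 1 Pdia6 was at -0.33 (adjusted p = 0.429) and the list did not pass (adjusted p = 0.335). The repressing and output arm of the clock lay lower in ZnO + UVR (median -0.41; camera adjusted p = 3.91e-05, and adjusted p = 0.598 with an estimated correlation) and in TiO_2_-UVR (median -0.19; camera adjusted p = 0.0175, and adjusted p = 0.9 with an estimated correlation; adjusted p = 0.212 without Control-UVR replicate 1 and 0.164 without Control-UVR replicate 5).

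Further lists passed the group test against Control-UVR. UVA-induced MAPK signalling, one of the paper's top pathways for Organic-UVR, did not pass in Organic-UVR. Its member Parp1 was called there at -0.53 (adjusted p = 0.0893 from limma), but not without Organic-UVR replicate 1 (-0.39, adjusted p = 0.419). In Control + UVR, the lists mevalonate and cholesterol biosynthesis, proteasome, translation initiation factors (EIF2 signalling), UVA-induced MAPK signalling, interferon response lay lower and fasting-induced genes higher (camera adjusted p = 0.0495 to 0.0989, and adjusted p = 0.678 to 0.832 with an estimated correlation). The highest adjusted p with 1 array left out was 0.349 for proteasome (without Control + UVR replicate 5), 0.112 for UVA-induced MAPK signalling (without Control-UVR replicate 1), 0.224 for mevalonate and cholesterol biosynthesis (without Control-UVR replicate 6), 0.269 for interferon response (without Control-UVR replicate 6), 0.217 for fasting-induced genes (without Control-UVR replicate 2) and 0.185 for translation initiation factors (EIF2 signalling) (without Control + UVR replicate 5). None of these lower lists of Control + UVR passed after quantile normalization (adjusted p = 0.126 to 0.747) or with the array slope as a covariate (adjusted p = 0.223 to 0.93). Fasting-induced genes passed in both settings. In TiO_2_-UVR, the lists ATM signalling, remodelling of epithelial adherens junctions, translation initiation factors (EIF2 signalling), cytosolic ribosomal proteins, UVA-induced MAPK signalling, mitochondrial oxidative phosphorylation lay lower (camera adjusted p = 0.000156 to 0.0923, and adjusted p = 0.9 to 0.945 with an estimated correlation). The highest adjusted p with 1 array left out was 0.285 for ATM signalling (without Control-UVR replicate 4), 0.271 for remodelling of epithelial adherens junctions (without TiO_2_-UVR replicate 1), 0.195 for translation initiation factors (EIF2 signalling) (without TiO_2_-UVR replicate 1), 0.23 for UVA-induced MAPK signalling (without Control-UVR replicate 4) and 0.271 for mitochondrial oxidative phosphorylation (without TiO_2_-UVR replicate 1). Of these lists in TiO_2_-UVR, cytosolic ribosomal proteins passed in both settings and the others in neither (adjusted p = 0.242 to 0.608 and 0.34 to 0.929). In TiO_2_ + UVR, the lists remodelling of epithelial adherens junctions, proteasome, ubiquitin enzymes, translation initiation factors (EIF2 signalling), cytosolic ribosomal proteins, interferon response, unfolded protein response, urea cycle and amino acid catabolism lay lower (camera adjusted p = 4.77e-06 to 0.0556, and adjusted p = 0.479 to 0.644 with an estimated correlation). The highest adjusted p with 1 array left out was 0.18 for translation initiation factors (EIF2 signalling) (without TiO_2_ + UVR replicate 3), 0.148 for urea cycle and amino acid catabolism (without Control-UVR replicate 1) and 0.142 for ubiquitin enzymes (without TiO_2_ + UVR replicate 1). In TiO_2_ + UVR, adherens junction remodelling, ubiquitin enzymes, translation initiation factors and cytosolic ribosomal proteins passed in neither setting (adjusted p = 0.147 to 0.876 and 0.213 to 0.737). Urea cycle and amino acid catabolism did not pass with the covariate (adjusted p = 0.481), and the others passed in both. In Organic-UVR, the lists mevalonate and cholesterol biosynthesis, ubiquitin enzymes, cytosolic tRNA synthetases, translation initiation factors (EIF2 signalling), cytosolic ribosomal proteins, bile acid synthesis and transport, mitochondrial oxidative phosphorylation, urea cycle and amino acid catabolism lay lower (camera adjusted p = 2.56e-05 to 0.0957, and adjusted p = 0.492 with an estimated correlation). The highest adjusted p with 1 array left out was 0.581 for bile acid synthesis and transport (without Organic-UVR replicate 1), 0.304 for mevalonate and cholesterol biosynthesis (without Organic-UVR replicate 1), 0.542 for ubiquitin enzymes (without Organic-UVR replicate 1), 0.335 for translation initiation factors (EIF2 signalling) (without Organic-UVR replicate 1), 0.165 for mitochondrial oxidative phosphorylation (without Organic-UVR replicate 1) and 0.185 for urea cycle and amino acid catabolism (without Organic-UVR replicate 1). Of these lists in Organic-UVR, cytosolic tRNA synthetases and cytosolic ribosomal proteins passed in both settings and the others in neither. In Organic + UVR, the lists stathmin and microtubule genes, unfolded protein response lay lower and repressing and output arm of the clock higher (camera adjusted p = 0.0034 to 0.00845, and adjusted p = 0.397 to 0.557 with an estimated correlation). With the covariate the unfolded protein response did not pass there (adjusted p = 0.187), while stathmin and microtubule genes and the clock arm passed in both settings. The lists role of BRCA1 in DNA damage response, NF-kB signalling targets, cholecystokinin/gastrin signalling, estrogen-responsive genes, phosphatidylethanolamine and prenyl diphosphate synthesis, p53 target genes, NRF2 oxidative stress targets, metallothioneins and zinc transporters, acute phase response, heat shock response, fatty acid synthesis, cell cycle and proliferation, hepatocyte markers, cholangiocyte markers, stellate cell and fibrosis markers, T and NK cell markers, B and plasma cell markers, neutrophil markers and markers of adipocytes with muscle and pancreas passed in none of these comparisons. No measured gene was called in the lists heme biosynthesis, female-biased mouse liver genes, male-biased mouse liver genes, CAR and PXR targets, AhR targets, Kupffer cell and macrophage markers and erythroid markers, which had too few measured genes for the group test, and in the mitochondrial tRNA synthetases 1 of 4 fell, in Organic-UVR. This gene, Yars2, was at -0.59 (adjusted p = 0.0832 from limma). Without Organic-UVR replicate 1 it was at -0.37 (adjusted p = 0.449) and was not called.

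Other splits of the same arrays were drawn for each comparison, including TiO_2_ + UVR against TiO_2_-UVR, ZnO + UVR against ZnO-UVR and the interaction of TiO_2_ sunscreen and UVR, which were added after the data were seen. The values give the number of splits that called as many transcripts as the real one, itself included, then the real count and the highest of the others. Fewer than 5 of 100 splits called as many in some comparisons. Against Control-UVR, this held for Control + UVR (1 of 100, 5 against at most 2 in another). It held for TiO_2_ + UVR (2 of 100, 68 against at most 204 in another). It held for Organic-UVR (1 of 100, 321 against at most 12 in another). It also held for Organic + UVR (4 of 100, 162 against at most 2354 in another). Between other groups, it held for Organic-UVR against TiO_2_-UVR (3 of 100, 67 against at most 531 in another). It held for TiO_2_ + UVR against TiO_2_-UVR (1 of 100, 64 against at most 17 in another). It held for the interaction of TiO_2_ sunscreen and UVR (1 of 100, 17 against at most 1 in another). These shares were not adjusted over the comparisons. A low share also cannot tell treatment from cage, as the paper gives 1 cage for each treatment group. In Organic + UVR, TiO_2_ + UVR and Organic-UVR against TiO_2_-UVR some other splits called more than the real one, and the count in Organic + UVR was 0 without Organic + UVR replicate 4. The count of 5 in Control + UVR was 0 with no replicate block and after quantile normalization. It was also 0 without Control-UVR replicate 1, 3 or 6 or Control + UVR replicate 3, 4 or 5. Chance cannot be excluded for Organic + UVR against Control + UVR (8 of 100; 6 against at most 1366 in another). Where the real split called none, every split called as many: ZnO-UVR (100 of 100; 0 against at most 8 in another), ZnO + UVR (100 of 100; 0 against at most 0 in another) and TiO_2_-UVR (100 of 100; 0 against at most 4 in another) against Control-UVR, Organic + UVR against Organic-UVR (100 of 100; 0 against at most 2693 in another) and against TiO_2_ + UVR (100 of 100; 0 against at most 759 in another), the interaction of organic sunscreen and UVR (100 of 100; 0 against at most 1841 in another) and ZnO + UVR against ZnO-UVR (100 of 100; 0 against at most 1 in another). Some splits called far more than the real one, up to 2693 where the real count was 0 and 2354 where it was 162. They point to a structure among the arrays that does not follow the groups.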
